# DNA Topoisomerases Maintain Promoters in a State Competent for Transcriptional Activation in *Saccharomyces cerevisiae*

**DOI:** 10.1371/journal.pgen.1003128

**Published:** 2012-12-20

**Authors:** Jakob Madsen Pedersen, Jacob Fredsoe, Morten Roedgaard, Lotte Andreasen, Kamilla Mundbjerg, Mogens Kruhøffer, Marie Brinch, Mikkel Heide Schierup, Lotte Bjergbaek, Anni Hangaard Andersen

## Abstract

To investigate the role of DNA topoisomerases in transcription, we have studied global gene expression in *Saccharomyces cerevisiae* cells deficient for topoisomerases I and II and performed single-gene analyses to support our findings. The genome-wide studies show a general transcriptional down-regulation upon lack of the enzymes, which correlates with gene activity but not gene length. Furthermore, our data reveal a distinct subclass of genes with a strong requirement for topoisomerases. These genes are characterized by high transcriptional plasticity, chromatin regulation, TATA box presence, and enrichment of a nucleosome at a critical position in the promoter region, in line with a repressible/inducible mode of regulation. Single-gene studies with a range of genes belonging to this group demonstrate that topoisomerases play an important role during activation of these genes. Subsequent in-depth analysis of the inducible *PHO5* gene reveals that topoisomerases are essential for binding of the Pho4p transcription factor to the *PHO5* promoter, which is required for promoter nucleosome removal during activation. In contrast, topoisomerases are dispensable for constitutive transcription initiation and elongation of *PHO5*, as well as the nuclear entrance of Pho4p. Finally, we provide evidence that topoisomerases are required to maintain the *PHO5* promoter in a superhelical state, which is competent for proper activation. In conclusion, our results reveal a hitherto unknown function of topoisomerases during transcriptional activation of genes with a repressible/inducible mode of regulation.

## Author Summary

Gene expression is controlled at many different levels to assure appropriate responses to internal and environmental changes. The effect of topological changes in the DNA double helix on gene transcription *in vivo* is a poorly understood factor in the regulation of eukaryotic gene expression. Topological changes are constantly generated by DNA tracking processes and may influence gene expression if not constantly removed by DNA topoisomerases. For decades it has been generally accepted that these enzymes regulate transcription by removing excess topological strain generated during tracking of the RNA polymerase, but we still lack a more holistic view of how these enzymes influence gene transcription in their native environment. Here, we examine both global and gene-specific changes in transcription following lack of DNA topoisomerases in budding yeast. Taken together, our findings show that topoisomerases play a profound role during transcriptional activation of genes with a repressible/inducible mode of regulation. For the *PHO5* gene, which is investigated in more detail, we demonstrate that topoisomerases are required for binding of a transcription factor, which is crucial for promoter opening during *PHO5* activation. Our data thus suggest that inducible gene promoters are highly sensitive to changes in DNA superhelicity.

## Introduction

Early studies of transcription have demonstrated that DNA topoisomerases are important in the transcription process [1]. The enzymes transiently break and rejoin the phosphodiester backbone of DNA to allow the passage of individual DNA strands or double helices through one another [2], [3]. In this way they regulate DNA superhelicity and solve topological problems arising during DNA metabolism. In *Saccharomyces cerevisiae*, DNA superhelicity is influenced by topoisomerases I and II (Top1p and Top2p), encoded by the *TOP1* and *TOP2* genes, respectively [3]. Although both enzymes are able to relax supercoiled DNA, they show different substrate preferences, with Top2p being much faster than Top1p, when nucleosomal DNA is relaxed, whereas the opposite is the case during relaxation of naked DNA [4]. Despite these differences, early studies in yeast have demonstrated that transcription is more or less unaffected in yeast cells lacking either Top1p or Top2p, indicating that the two enzymes are redundant in the transcription process. Conversely, *top1Δtop2ts* mutants grown under restrictive conditions display a decreased rate of both rRNA and mRNA synthesis [1].

Transcription and DNA supercoiling are linked by a cause-effect relationship that operates in both directions. The transcriptional effect on supercoiling is explained by the Twin-Supercoiled-Domain-Model, which predicts that two domains of DNA supercoiling are generated during transcription elongation, provided that the RNA polymerase cannot rotate freely around the template, and that DNA rotation is hindered [5]. Thus, positive and negative supercoiling will be formed in front of and behind the advancing polymerase, respectively. The model, which has gained support from both *in vitro* and *in vivo* studies [1], [6], [7], implies that a gradient of positive and negative supercoils will dissipate from an active transcription unit if topoisomerase activity is lacking. The effect exerted by supercoiling on transcription has in many cases been demonstrated to depend on the sign of the supercoils. Thus, positive supercoiling has been suggested to impair transcription initiation as well as elongation by inhibition of strand separation [8], [9]. In contrast, negative supercoiling has been suggested to be more favorable for transcription, in that it may facilitate transcription initiation by enhancing complex formation at promoters [10]–[12].

The crosstalk between DNA supercoiling and transcription still remains elusive *in vivo*, where chromatin structure adds another layer of complexity. Dissociation and re-association of nucleosomes will release and absorb negative superhelicity, respectively, with a potential impact on transcription [13], and topoisomerases have indeed been demonstrated to affect nucleosome dynamics [14]–[16]. Furthermore, chromatin has been suggested to adapt to positive supercoiling by a slight conformational change, which is reverted upon relaxation by either Top1p or Top2p [4]. This implies that the chromatin fiber is a torsionally resilient structure, which can act as a topological buffer *in vivo* and facilitate dissipation of topological strain [4], [9], [17]. In eukaryotes, a change in DNA superhelicity may thus exert an additional effect on transcription via changes at the chromatin level.

Several studies have suggested that the individual topoisomerases play a role during transcription initiation. Thus, human topoisomerase I has been demonstrated to affect transcription initiation from TATA-containing promoters, functioning as a repressor of basal transcription but as an enhancer of activated transcription [18]. In line with this, studies with yeast Top1p have suggested that the enzyme exerts an inhibitory effect on transcription initiation of a subset of stress-inducible genes located in the silenced subtelomeric regions [19]. Concerning topoisomerase II, experiments performed with a topoisomerase II inhibitor have demonstrated a role of this enzyme in the activation of specific oncogenes, where activation reflects a change in promoter structure [20]. In addition, mammalian topoisomerase IIβ has been found to directly affect transcription initiation of an inducible gene by creating a specific DNA double strand break in the promoter region allowing nucleosome displacement and downstream protein recruitment [21].

Recent studies of transcription using genome-wide approaches have further substantiated a role of topoisomerases during transcription initiation. In a study performed in *S. pombe*, Top1p was suggested to be directly responsible for nucleosome disassembly in gene promoters prior to transcription [14]. However, in a study performed in *S. cerevisiae*, Top1p and Top2p were suggested to act redundantly to allow recruitment of RNA polymerase II to nucleosome-free promoters rather than to act in nucleosome removal *per se* [22]. In both cases topoisomerases were found to bind preferentially to promoter regions of highly active genes. The precise role of DNA topoisomerases in transcription is thus still not clear. Indeed, steps upstream of the engagement of polymerases and nucleosome removal could be influenced by DNA supercoiling, i.e. binding of transcriptional activators or repressors.

In the present study, we have combined microarray gene expression analyses and single-gene studies using *S. cerevisiae* strains lacking either one or both DNA topoisomerases to unravel the implications of these enzymes on transcription. Although we demonstrate that the requirement for topoisomerases generally correlates with transcriptional activity we find that DNA topoisomerases have a major impact on transcription of a subset of genes, which are not unified by being highly transcribed *per se*. Rather, the most affected genes are characterized by features associated with highly regulated transcription initiation. Studies of several genes from this subgroup demonstrate that topoisomerases indeed are required for adequate and timely transcriptional induction. Finally, in case of the inducible *PHO5* gene, we demonstrate that topoisomerase-mediated relaxation is required for binding of the Pho4p transcription factor, whereas constitutive *PHO5* transcription is unaffected by topoisomerase deficiency.

## Results

### Topoisomerases I and II act redundantly in genome-wide transcription, but global down-regulation occurs in the absence of both enzymes

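The deletion of *TOP1* was seen directly in the transcript levels of the 4 strains compared here. *TOP1*, which encodes the type IB topoisomerase Top1p, gave a signal of 1041 ± 269 (SD, n = 3 arrays) in wild-type and 1065 ± 260 in *top2ts*, but only 0.933 ± 0.231 in *top1Δ* and 3.50 ± 5.20 in *top1Δtop2ts*. *TOP2*, which encodes the type II enzyme and is inactivated in *top2ts* by temperature and not by loss of the gene, gave 2878 ± 1218 in wild-type, 2146 ± 577 in *top1Δ*, 2666 ± 1232 in *top2ts* and 1743 ± 510 in *top1Δtop2ts*. Its log2 change in *top1Δtop2ts* was -0.66 and did not pass the test (adjusted p = 0.213 from limma), though it did with the replicate number as a block (0.00238). The strains derive from W303a, a common laboratory background of mating type a. Cells were arrested in G1 with the pheromone α-factor for 90 min at 25°C in rich medium and then held for 90 min at 37°C, where the temperature-sensitive Top2p is inactive. Poly-A spike-in RNAs were added to an equal number of cells just before RNA extraction, and 2 µg of total RNA per sample was labelled for Affymetrix Yeast Genome 2.0 arrays. Each strain was measured on 3 arrays from 3 independent experiments, 12 arrays in all. The deposited values were the authors' MAS5 signal intensities on a linear scale, 1 per probe set. The paper describes an external normalization, but the spike-in level of these values still ranged from 8.46 to 9.59 among the arrays on the log2 scale. Of 10928 probe sets, 5498 were paired with 1 *S. cerevisiae* gene, and probe sets of the same gene were averaged on the log2 scale, which left 5449 genes, 5446 of them protein-coding. The summed signal of these genes was 16124216, 10099841 and 13595730 in the wild-type arrays of replicates 1, 2 and 3, and 12958573, 9521871 and 12865098 in *top1Δ*. It was 15289013, 7855365 and 12623314 in *top2ts* and 10193312, 6188150 and 9809263 in *top1Δtop2ts*. Changes were tested on log2 signal in one limma fit of all 12 arrays, with Benjamini-Hochberg adjustment over the genes and a two-sided threshold of 0.05. In this fit the standard error of a mutant minus wild-type change came to 0.39 for every gene, because the estimated prior outweighed the spread of single genes. The number of arrays limits the precision, and the general level of an array enters every change.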

To investigate the impact of DNA topoisomerases I and II (Top1p and Top2p, respectively) on genome-wide transcription, we examined the *S. cerevisiae* polyadenylated transcriptome by microarray analysis in *top1Δ*, *top2ts*, *top1Δtop2ts* and the isogenic wild-type strain. To bypass genome-wide effects of topological challenges caused by replication [23], [24] as well as abortive mitosis due to lack of Top2p activity, the window of transcription was limited to the G1-phase of the cell cycle, and cells were grown at the restrictive temperature for conditional inhibition of Top2p (Figure 1A).

**Figure 1:**
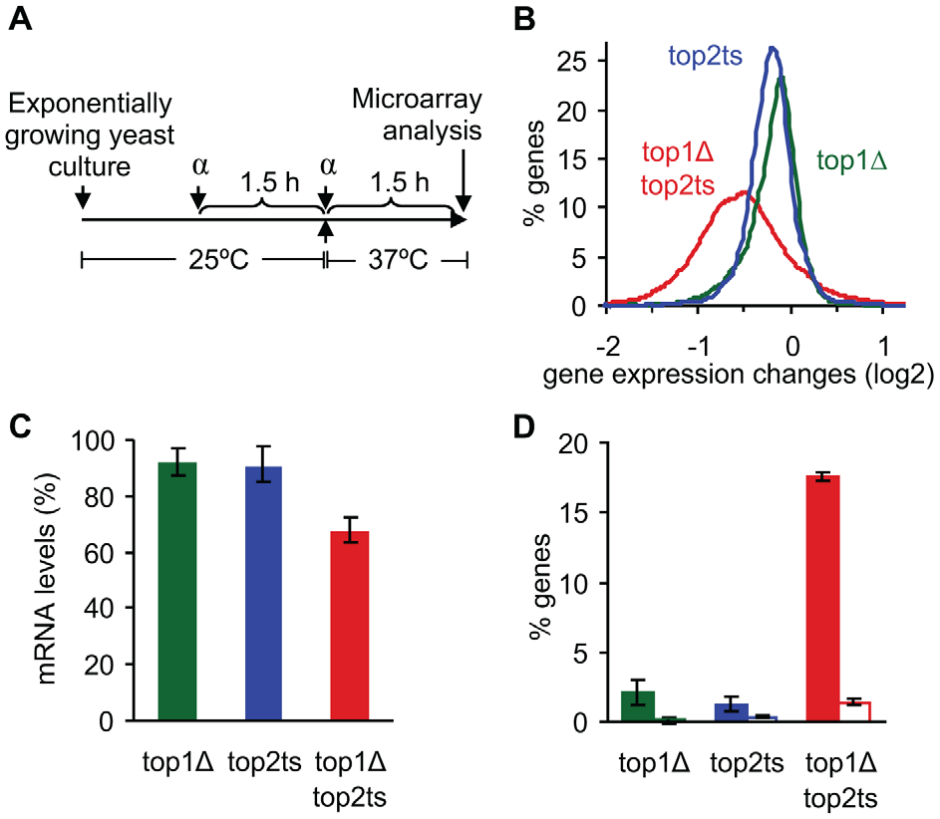
Global reduction in mRNA levels occurs due to lack of topoisomerases I and II. (A) Experimental setup showing the timing of G1 arrest by α-factor (α) and inhibition of Top2p at 37°C. (B) Distribution of gene expression changes (between mutant and wild-type) in topoisomerase single and double mutants. (C) Relative mRNA levels were calculated using the total microarray signal intensities in mutants and wild-type. mRNA levels in wild-type were set to 100%. Error bars represent ± one standard deviation from biological triplicates. (D) Percentage of genes up- and down-regulated 2-fold or more (open and filled columns, respectively). Error bars represent ± one standard error of the means from biological triplicates.

Due to the expected drop in RNA synthesis in cells lacking topoisomerase activity [1], external normalization was used to compensate for unbalanced gene expression changes [25] (see Text S1). 

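The spike-in RNAs stood at nearly the same level in the 4 strains, while the median yeast gene was lowest in *top1Δtop2ts*. The 42 spike-in probe sets had a mean log2 signal of 9.18 ± 0.40 (SD, n = 3) in wild-type, 9.22 ± 0.46 in *top1Δ*, 9.17 ± 0.62 in *top2ts* and 9.24 ± 0.48 in *top1Δtop2ts*. The mutants thus differed from wild-type by 0.04, -0.01 and 0.06, inside the bound of 0.3 set for using the deposited values without further scaling. The median yeast gene had a log2 signal of 10.26 ± 0.48 in wild-type and 9.73 ± 0.41 in *top1Δtop2ts*. Its change from wild-type was -0.17 in *top1Δ*, -0.22 in *top2ts* and -0.54 in *top1Δtop2ts*, and the last of these became -0.61 when every array was scaled to its spike-ins and -0.02 when the arrays were given equal medians. *ACT1*, *TDH1* and *ESC1*, which encode actin, a glyceraldehyde-3-phosphate dehydrogenase and a protein of the nuclear periphery, had log2 changes of -0.42, -0.16 and -0.12 in *top1Δtop2ts*, none past the test (adjusted p = 0.431, 0.775 and 0.832 from limma; 0.0355 for *ACT1* with spike-in scaling), and of 0.11, 0.36 and 0.40 with equal medians. The 4 arrays of replicate 2 had a lower spike-in signal, 8.64 on average against 9.47 and 9.49 for replicates 1 and 3.

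**Figure D1:**
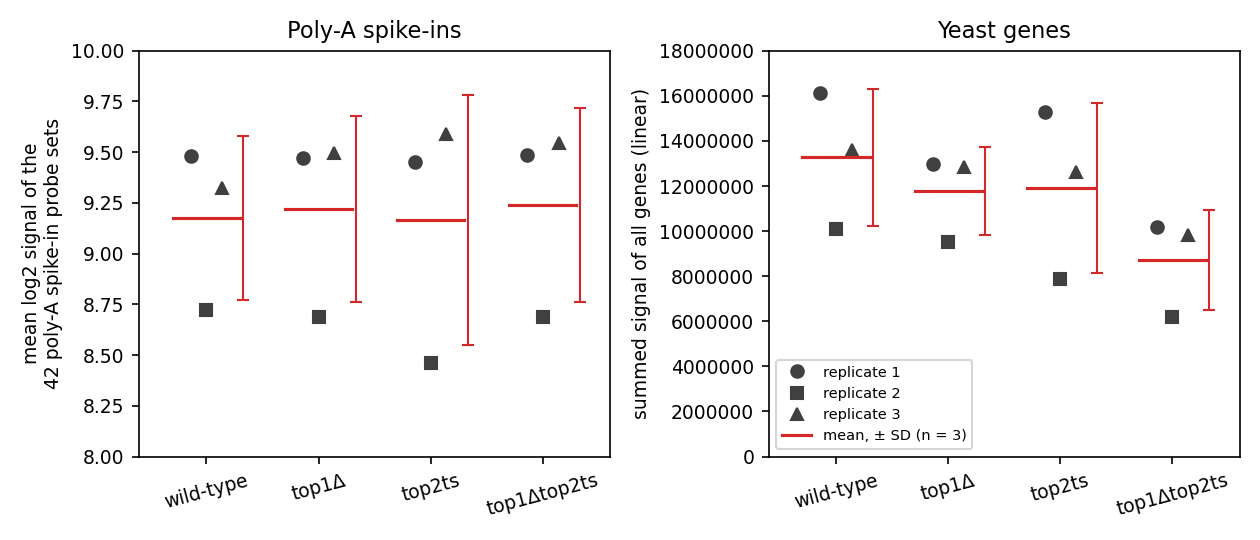
Left, mean log2 signal of the poly-A spike-in probe sets on each of the 12 arrays, by strain and replicate; right, the summed linear signal of the yeast genes on the same arrays. Symbols are single arrays, red lines the mean and red bars ± SD of 3 arrays. Replicate 2 lies lowest in every strain in both panels, and the spike-in means lie between 9.17 and 9.24, while the summed signal of *top1Δtop2ts* reaches at most 10193312.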

As seen in Figure 1B, a genome-wide decrease of most transcripts is observed in *top1Δtop2ts*, reflecting an absolute drop in mRNA abundance at the cellular level of ∼30% (Figure 1C). Furthermore, around 20% of all genes are 2-fold or more up- or down-regulated in the double mutant, where the down-regulated genes account for ∼17% (Figure 1D). In contrast, the single mutants show a drop of only 10% in mRNA abundance (Figure 1C) and a relatively low number of de-regulated genes (Figure 1D), suggesting a redundant nature of the two enzymes in genome-wide transcription as indicated earlier [1].

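Most transcripts had a lower signal in *top1Δtop2ts* than in wild-type. The log2 change was below 0 for 4667 of 5449 genes, or 85.6%, and at an adjusted p under 0.05 from limma 821 genes fell and 68 rose. Among the genes that fell were *SIR2* (log2 change -1.83, adjusted p = 0.000137), which encodes a histone deacetylase of silent chromatin, and *CLN3* (-1.26, adjusted p = 0.0147), which encodes a G1 cyclin. *GRE2* (YOL151W), a gene of the response to osmotic stress, was among those that rose (1.33, adjusted p = 0.00964). The paper takes YOL151W as unaffected by topoisomerases, from qPCR data it does not show, and normalizes its histone H3 ChIP to a sequence within it. It reports similar ChIP results with a telomeric locus as the reference. That ChIP followed a shift to phosphate-free medium, while the value here is a transcript level in rich medium. The summed signal of all genes in *top1Δtop2ts* was 65.8% ± 16.6 (SD, n = 3) of the wild-type mean, with 76.8%, 46.6% and 73.9% in the 3 arrays and an SD of 22.8 among the wild-type arrays. An exact two-sided permutation test of the arrays gave p = 0.2, where 3 against 3 cannot go below 0.1. Set against the wild-type array of the same replicate, the arrays of *top1Δtop2ts* stood at 63.2%, 61.3% and 72.1%. With every array scaled to its spike-ins the level was 62.5% ± 4.11 (SD, n = 3), no array overlapped with wild-type (exact permutation test, p = 0.1), and 3359 genes fell and 179 rose. With the replicate number as a block 3415 genes fell and 272 rose. With equal medians, which remove a common shift by construction, 1249 genes fell and 1184 rose. The number of changed genes on the deposited scale rested on single arrays, with 279 in all without the wild-type array of replicate 1, 1911 without replicate 2 and 299 without replicate 3, and 368 without replicate 2 of *top1Δtop2ts*.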

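In *top1Δtop2ts*, 911 of 5449 genes (16.7%) were down 2-fold or more and 74 (1.36%) were up 2-fold or more on the mean log2 scale. The SD over the 3 same-numbered pairs of arrays was 1.98 and 0.409 percentage points. Among the genes whose 3 arrays all lay beyond those of wild-type, the largest falls after that of *TOP1* itself were those of *TOS6*, which encodes a cell wall protein (log2 change -4.99), and *PCL1*, which encodes a G1 cyclin of the kinase Pho85p (-3.94). Genes of phosphate supply followed, *PHO89* for a phosphate transporter (-3.67), *SPL2* for a regulator of phosphate uptake (-3.61) and *PHO5* for the repressible acid phosphatase (-3.15). The other large falls were those of *AIM20* (-3.25), *RPS9A* for a protein of the small ribosomal subunit (-3.17), *YPS3* for an aspartic protease of the cell surface (-2.99) and YMR230W-A (-2.82). *RPS9A* has a near-identical copy whose transcript may share its probes. The large rises began from low signals. YFR057W, an uncharacterized reading frame that is the outermost gene of its chromosome end, had 2.47 ± 2.45 in wild-type, under the level of 10.6 of the Tag control probe sets, and 60.2 ± 18.9 in *top1Δtop2ts* (SD, n = 3), and was at least 5.47-fold higher when set against that level. *DAN1*, a cell wall mannoprotein gene of anaerobic growth, went from 25.1 ± 13.8 to 366 ± 115 (3.96). *PGU1*, which encodes a secreted pectinase, rose from 301 ± 86.4 to 3125 ± 744 (3.39), and *ZPS1*, a gene of zinc limitation, from 658 ± 269 to 4570 ± 794 (2.88). The remaining genes of this group were *ANS1* (3.34), the pheromone gene *MF(ALPHA)1* (2.94), *DSE2* for a daughter cell wall enzyme (2.67), YBR182C-A (2.64), *NCA3* (2.61) and *PAU24* of the seripauperin family (2.36). The adjusted p of these genes, from limma, was at most 2.36e-07. With spike-in scaling 20.3% of genes were down and 1.19% up 2-fold, and with equal medians 3.69% were down and 4.46% up. The share down was 9.69% without wild-type replicate 1, 32.4% without wild-type replicate 2, 26.3% without *top1Δtop2ts* replicate 1, 9.30% without *top1Δtop2ts* replicate 2.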

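Far fewer genes changed in the single mutants. In *top1Δ* 51 genes fell and 3 rose, and in *top2ts* 29 fell and 18 rose, at an adjusted p under 0.05 from limma. Some of these genes were at or under the Tag control level of 10.6, such as *COS12*, which rose in *top1Δ* from 1.83 to 3.77. Among genes with a mean signal above that level, a filter chosen later, 45 changed in *top1Δ* and 40 in *top2ts*. *PHO5* fell in both, with a log2 change of -3.32 in *top1Δ* and -3.14 in *top2ts*, and so did *PHO89* (-2.65 and -3.37), *SPL2* (-2.49 and -4.01) and the acid phosphatase gene *PHO11* (-1.89 and -2.15). In *top1Δ* the other large falls were those of *SUL1*, which encodes a sulfate permease (-2.12), and the transporter gene *SEO1* (-2.11), and *GAS2*, a cell wall enzyme gene of sporulation, rose (1.49). In *top2ts* the hexose transporter gene *HXT7* fell (-3.34, adjusted p = 1.29e-14), while *CHA1*, for an enzyme of serine and threonine breakdown (2.47), *GIS3* (4.07) and the cyclin gene *PCL2* (2.05) rose. YLR154C-H, a reading frame within the ribosomal DNA, was higher in both (5.37 and 3.22), the latter not past the test with the replicate number as a block (adjusted p = 0.0540), and the probe set of the 25S rRNA itself varied from 79.2 to 13606 among the wild-type arrays. The summed signal was 88.8% ± 14.7 (SD, n = 3) of wild-type in *top1Δ* (exact permutation test, two-sided, p = 0.4) and 89.8% ± 28.4 in *top2ts* (p = 0.6 by the same exact test). Against the wild-type array of the same replicate it was 80.4%, 94.3% and 94.6% in *top1Δ* and 94.8%, 77.8% and 92.8% in *top2ts*, below 100% in each pair. In *top1Δ* 143 genes (2.62%) were down and 9 (0.165%) up 2-fold or more, and in *top2ts* 88 (1.61%) were down and 30 (0.551%) up. A test of departure from the sum of the single mutants on the log2 scale passed for 127 genes, of which 90 were higher and 37 lower in *top1Δtop2ts* than that sum. *PGU1* (5.59) was among the positive departures, as were *DAN1* and YFR057W, whose signals were at or under the Tag control level in at least 1 strain, and *TOS6* (-4.86), *PCL1* (-4.39) and the histone gene *HTB2* (-3.44) were among the negative ones. With spike-in scaling the counts of genes down and up were 499 and 12 in *top1Δ*, 206 and 39 in *top2ts*, and 422 and 370 for the departures, and with equal medians 346 and 165, 151 and 182, and 865 and 782. With the replicate number as a block 706 genes changed in *top1Δ*, 556 in *top2ts* and 1267 departed from the sum. Single arrays moved these counts. In *top1Δ* they came to 20, 133 and 23 genes without the wild-type array of replicate 1, 2 and 3, and to 34, 16 and 34 without its own. In *top2ts* there were 77 without replicate 2 of wild-type and 76 without its own replicate 1, and the departures were 205 without replicate 2 of wild-type and 203 without replicate 2 of *top1Δtop2ts*. From the smaller drop in mRNA and the lower number of de-regulated genes in the single mutants, the paper proposes that the enzymes are redundant in genome-wide transcription. *PHO5* fell about as far in each single mutant here as in *top1Δtop2ts*, so its change there lay above the sum of the single changes. These are levels in rich medium, all set against the same wild-type arrays. The paper's evidence on *PHO5* is its induction in phosphate-free medium, which was delayed in the single mutants and fully inhibited in *top1Δtop2ts*. The values here do not bear on that induction.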

### Topoisomerase dependency is associated with transcriptional activity but not transcript length

To address, whether the global transcriptional down-regulation in topoisomerase deficient cells can be explained by effects predicted by the Twin-Supercoiled-Domain-Model, we considered two simple parameters, transcriptional activity and transcript length, which are both proportional to the number of DNA supercoils produced during transcription of a specific gene [5].

As shown in Figure 2A, a plot of gene expression changes in *top1Δtop2ts* against wild-type mRNA abundances reveals that genes with higher mRNA abundance are more affected by topoisomerase deficiency relative to genes with lower abundance (Pearson correlation = −0.35). In contrast to the double mutant, the single mutants show no correlation between transcript changes and wild-type mRNA abundance, consistent with the redundant nature of the two enzymes in genome-wide transcription.

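The signal fell more for abundant transcripts than for rare ones in *top1Δtop2ts*. When the 5449 genes were ranked by wild-type signal and parted into 5 groups of 1089 or 1090, the median log2 change was -0.29, -0.44, -0.52, -0.64 and -0.74 from the least to the most abundant group, whose median wild-type signals were 267, 712, 1218, 2253 and 6198. The share of genes down 2-fold or more went from 10.6% in the least abundant group through 12.0%, 15.9% and 20.6% to 24.4% in the most abundant. Across genes, which are not independent replicates, Pearson's correlation of the log2 change with the log2 wild-type signal was -0.33 and Spearman's -0.32. It was -0.32, -0.32 and -0.26 in the 3 same-numbered pairs of arrays. Genes of high wild-type signal with large falls were *HIS4*, for an enzyme of histidine synthesis (10778 ± 3165 in wild-type, SD, n = 3; log2 change -1.64), *ASN1*, for asparagine synthetase (13743 ± 2651; -1.35), and *RPL4B*, for a protein of the large ribosomal subunit (9711 ± 2590; -2.17). With abundance taken from the single mutants, whose arrays do not enter the change, Pearson's correlation was -0.27.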

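The single mutants did not show the fall in abundant transcripts that *top1Δtop2ts* did. In *top1Δ* the least abundant group of genes had the largest median log2 change, -0.29 against -0.13 in the most abundant, and 6.79% of its genes were down 2-fold or more against 1.10%. In *top2ts* the medians of the 5 abundance groups lay between -0.24 and -0.18. Across genes, Pearson's correlation of the log2 change with wild-type signal was 0.18 in *top1Δ* and -0.05 in *top2ts*, and Spearman's was 0.17 and 0.07, so that the coefficients of *top2ts* differed in sign. The SD of Pearson's correlation over the 3 same-numbered pairs of arrays was 0.12 in *top1Δ* and 0.07 in *top2ts*, and the pairs of *top1Δ* gave 0.26, 0.02 and 0.18. Among the most abundant transcripts, *YEF3*, which encodes a translation elongation factor, had log2 changes of -0.16 and -0.22 in *top1Δ* and *top2ts*, and *CCW12*, a cell wall protein gene, of -0.11 and -0.27, none past the test. The difference between the correlations of the strains was not tested.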

**Figure 2:**
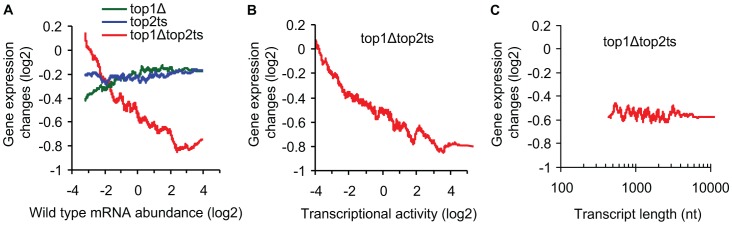
Transcriptional activity and not transcript length reflects topoisomerase dependency. (A) *top1Δ, top2ts*, and *top1Δtop2ts* gene expression changes plotted against mRNA abundance in wild-type cells as a 200 gene moving average. (B) *top1Δtop2ts* gene expression changes plotted against transcriptional activity in wild-type cells as a 200 gene moving average. (C) *top1Δtop2ts* gene expression changes plotted against transcript length [27] as a 200 gene moving average. Nt, nucleotides.

Relative measures of transcriptional activity for every gene were obtained from measures of mRNA abundance by taking gene specific values of polyA mRNA breakdown into account as described by Schreiber and co-workers [26]. As shown in Figure 2B, we found increasing topoisomerase dependency with increasing transcriptional activity (Pearson correlation = −0.34). We therefore conclude that topoisomerase deficiency generally has a larger impact on highly active genes relative to less active genes. A similar conclusion was reached by use of average RNA polymerase II occupancy instead of transcriptional activity (Figure S1).

We next related the *top1Δtop2ts* transcript changes to a genome-wide survey of transcript lengths [27]. However, no correlation between transcript length and topoisomerase dependency was found (Figure 2C) (Pearson correlation = 0.00). Furthermore, a statistical test of all transcripts shorter than 0.5 kb (n = 355) and larger than 4.5 kb (n = 122) revealed no difference in the distribution of *top1Δtop2ts* gene expression changes (*P* = 0.87, Wilcoxon rank-sum test for different distribution). 

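Transcript changes varied little with gene length in *top1Δtop2ts*. The 5446 protein-coding genes were parted by coding length, taken from the gene models of assembly R64, into 5 groups with median lengths of 456, 861, 1238, 1734 and 2825 nt. The group of the shortest genes had a median log2 change of -0.46, and the other groups had -0.57, -0.57, -0.53 and -0.58. *TRA1*, a very long gene for a subunit of the SAGA and NuA4 complexes (11235 nt), had a log2 change of -1.00 (adjusted p = 0.0601 from limma, 7.60e-05 with the replicate number as a block), and *RPL41A*, a very short one for a ribosomal protein (78.0 nt), fell by 2.29. Across genes, which are not independent replicates, Pearson's correlation of the log2 change with log10 coding length was -0.087, with an SD of 0.046 over the 3 same-numbered pairs of arrays, and Spearman's was -0.067. Length was itself related to wild-type signal, with a Pearson correlation of 0.17 across genes. Coding lengths hold no untranslated regions, and the transcript map of the paper was not used here.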

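Short genes fell slightly less than long genes in *top1Δtop2ts* by the medians of the classes. The 658 genes with a coding length under 500 nt had a median log2 change of -0.41 (SD 0.80 across genes), and the 120 genes over 4500 nt had -0.54 (SD 0.49). The medians differed by 0.13. A two-sided permutation test with 100000 resamples gave p = 0.0399, and the Wilcoxon rank-sum test gave p = 0.00148. It was 0.120 with p = 0.0535 by the same permutation test among genes above the background of the Tag control probe sets, a filter chosen after the data were seen. With genes under 700 nt against genes over 3500 nt, 1198 and 281 genes, the difference was 0.0963 and its permutation p = 0.0113. The difference missed the threshold without the wild-type array of replicate 3 (0.123, permutation test p = 0.0706) and without replicate 1 of *top1Δtop2ts* (0.120, permutation test p = 0.120). The same tests treat genes as independent, and the classes follow coding length, not transcript length.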

In conclusion, the data demonstrate that the requirement for topoisomerases during global gene transcription increases with increasing transcriptional activity, but is independent of transcript length.

### Topoisomerases affect transcription of metabolic and stress-related genes as well as genes with a TATA box in the promoter region

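The most abundant transcripts were mostly those of translation and glycolysis, and few of them were down 2-fold in *top1Δtop2ts*. Of the 100 genes with the highest wild-type signal, 59 encode ribosomal proteins and 9 enzymes of glycolysis and fermentation. Among the ribosomal protein genes of this group 5 were down 2-fold or more, among the glycolysis genes 0, and 1 among the 41 genes that do not encode ribosomal proteins. This made 6 of 100 down and 0 up, against 905 (16.9%) down and 74 (1.38%) up among the other 5349 genes (odds ratio 0.313 for down, Fisher's exact test, two-sided, p = 0.00257; p = 0.647 for up). By the test of single genes 5 of the 100 fell, but 93 did with spike-in scaling and 90 with the replicate number as a block. *RPL3*, for a protein of the large ribosomal subunit, fell by 1.09 on the log2 scale (adjusted p = 0.0382 from limma). *RPS31*, for a ribosomal protein fused to ubiquitin, had -0.87 (adjusted p = 0.103) and *RPS15* -0.67 (adjusted p = 0.204). Changes of -0.64 for *YEF3*, -0.50 for *CCW12* and -0.38 for *ENO2*, which encodes the glycolytic enzyme enolase, did not pass the test. With the block the adjusted p was 0.00101 for *RPS31*, 0.00292 for *RPS15*, 0.00478 for *YEF3* and 0.0346 for *CCW12*, which passed, and *ENO2* did not. With equal medians the log2 changes of *YEF3*, *CCW12* and *ENO2* were -0.11, 0.03 and 0.15. Of the retrotransposon reading frames among the 10 most abundant, YBL100W-A had the lowest log2 change and YDR316W-B the highest, from -0.76 to -0.45. The median log2 change of the 100 genes was -0.68, against -0.54 for the others. For the 200 most abundant genes 25 were down (p = 0.122, Fisher's exact test), and with equal medians 0 of the 100 were (exact p = 0.0531). Of the 100, 3 were down without replicate 1 and 14 without replicate 2 of wild-type, and 15, 1 and 14 without replicate 1, 2 and 3 of *top1Δtop2ts* (exact p = 0.105 for the last).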

Despite the finding that transcriptional activity is a global indicator of topoisomerase dependency, we noticed that a range of the most actively transcribed genes were not among the most de-regulated genes in *top1Δtop2ts* (Figure S2). Thus, features other than transcriptional activity *per se* may be responsible for topoisomerase requirements during gene transcription.

To look for common traits and overrepresentation of biological functions among the genes strongly affected by topoisomerase deficiency, we performed gene ontology analyses. As reported in Table S1, topoisomerase deficiency preferentially affects transcription of genes involved in diverse metabolic pathways and in the response to stress, which are genes for which transcription is typically altered, when environmental conditions are changed [28], [29]. 

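Genes of phosphate supply, sulfur assimilation, amino acid synthesis and ribosomal proteins were lower in *top1Δtop2ts* than other genes with a preset correlation. None of these lists passed the same test with an estimated correlation. Of 17 measured genes of the phosphate regulon, 11 fell and none rose at an adjusted p under 0.05 from limma (14 fell when adjusted over the list alone), with a median log2 change of -1.57. *PHO84*, which encodes the high-affinity phosphate transporter, fell by 2.66, and *VTC3* and *VTC4*, for subunits of the polyphosphate polymerase, had -2.13 and -1.57. Of 24 genes of methionine synthesis and sulfur assimilation 13 fell (15 adjusted over the list alone; median -1.09), with -2.73 for *SUL1*, -2.56 for the ATP sulfurylase gene *MET3*, -2.32 for *MET14* and -2.21 for *MET5*. In amino acid synthesis 16 of 62 genes fell (34 adjusted over the list alone; median -0.89), such as *SER33* (-1.71) of serine synthesis and *TRP4* (-1.36) of tryptophan synthesis. Of 14 purine synthesis genes 5 fell, and 10 did so when adjusted over the list alone (median -0.93; *ADE13* -1.48). Of 128 ribosomal protein genes 32 fell (48 adjusted over the list alone; median -0.83), among them *RPS22B* (-2.65). With spike-in scaling 15 genes of the phosphate regulon, 20 of the sulfur, 55 of the amino acid, 13 of the purine synthesis and 128 of the ribosomal protein list fell, and with the replicate number as a block 15, 20, 56, 13 and 128 fell, while 1 phosphate and 2 amino acid genes rose. limma's camera test, which compares a list with the other genes and so takes out a common shift, gave an adjusted p of 1.47e-11 for the phosphate, 1.67e-05 for the sulfur, 2.03e-06 for the ribosomal protein and 0.00566 for the amino acid genes, all lower, and 0.0636 for purine synthesis, which did not pass here but did with spike-in scaling (0.0327) and with the block (0.0197). With an estimated correlation between the genes of a list, no list passed in any strain, with or without spike-in scaling. The lowest adjusted p from camera was then 0.615 in *top1Δ*, 0.551 in *top2ts* and 1.00 in *top1Δtop2ts*. With spike-in scaling as well it was 0.295, 0.229 and 0.840. The test takes no account of abundance, with which the change also varied. The most abundant of the 5 groups by wild-type signal had a median log2 change of -0.74. Ribosomal protein genes make up 59 of the 100 most abundant genes. In the other metabolic lists 9 of 84 genes of ribosome biogenesis, 4 of 27 of RNA polymerases I and III, 4 of 16 of the inositol and choline regulon, 3 of 47 of respiration, 1 of 15 of glycolysis and 1 of 24 of ergosterol synthesis fell and none rose, and the galactose regulon had a median of -0.07, with camera's adjusted p from 0.0690 to 0.914. With spike-in scaling 72, 20, 11, 27, 9 and 17 fell in these lists in the same order, with 0, 0, 0, 1, 1 and 0 that rose, and with the block 75, 20, 11, 27, 8 and 17 fell and as many rose. Of the 10 galactose genes 0 rose and 0 fell by limma (0 at an unadjusted p under 0.05), and 1 and 4 did with either alternative. Ribosome biogenesis then passed camera as lower than other genes (adjusted p = 0.0332 with spike-in scaling and 0.00837 with the block) and the galactose regulon as higher (0.0322 and 0.0264), with adjusted p = 0.985 and 0.840 with an estimated correlation and spike-in scaling. Without replicate 1 or 3 of wild-type the adjusted p was 0.0318 and 0.0290 for purine synthesis and 0.0414 and 0.0477 for the galactose regulon. All mutants were compared with the same wild-type arrays, so calls that they share are not independent of each other. The phosphate and sulfur lists were lower than other genes in the single mutants as well, with a camera adjusted p of 3.40e-17 and 4.34e-24 for phosphate in *top1Δ* and *top2ts* (adjusted p = 0.615 and 0.551 with an estimated correlation) and 1.30e-13 and 2.41e-06 for sulfur (0.676 and 0.943 with an estimated correlation). The ribosomal protein and amino acid lists did not pass there (0.698 and 0.585, 0.259 and 0.0533), but amino acid genes passed above other genes in *top2ts* with spike-in scaling (0.000778), with the block (0.000602) and without replicate 2 of wild-type or replicate 1 of *top2ts* (0.0249 and 0.0320; 0.943 with an estimated correlation), and ribosomal protein genes without replicate 2 of wild-type (0.00145). In *top1Δ* ribosome biogenesis and RNA polymerase I and III genes lay above other genes (3.03e-05 and 0.00314; 0.980 for both with an estimated correlation), and in *top2ts* respiration genes did (0.00111; 0.943 with an estimated correlation).

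**Figure D2:**
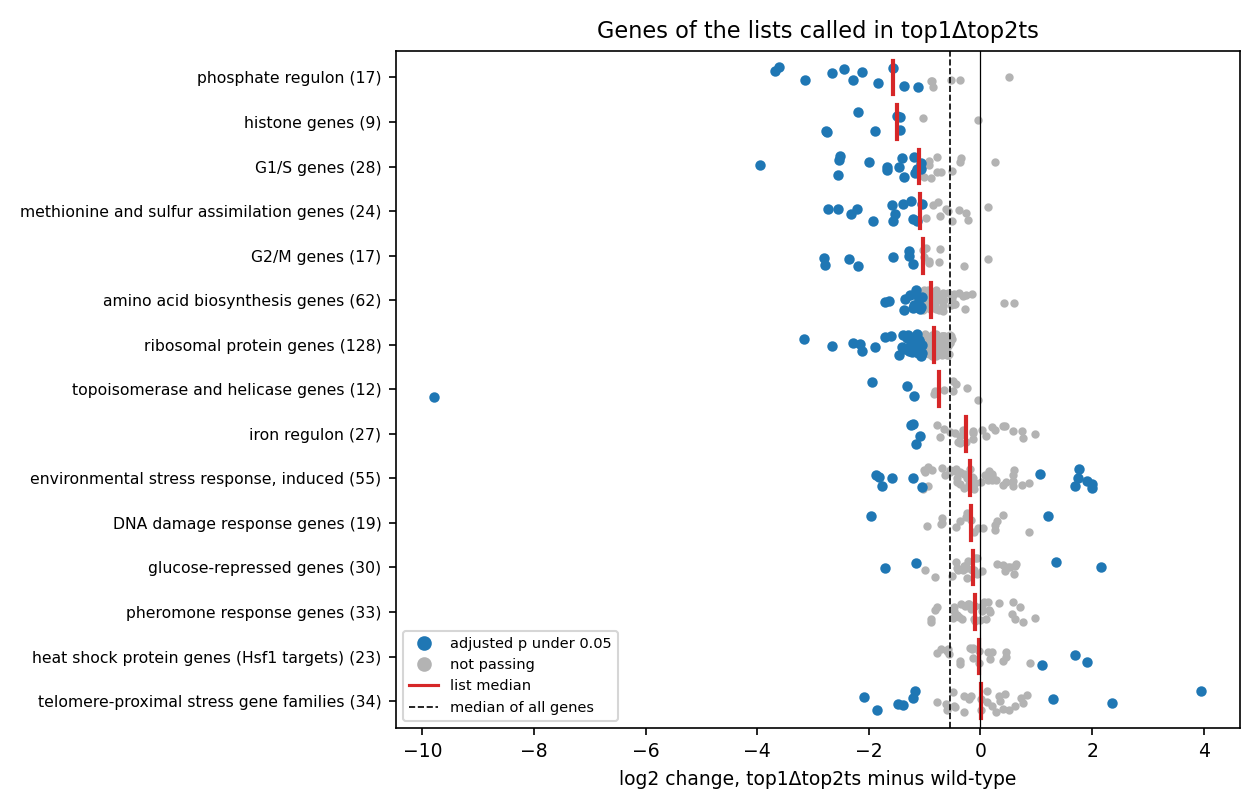
Log2 change in *top1Δtop2ts* against wild-type (horizontal axis) for every measured gene of the 15 gene lists that passed camera with a preset correlation of 0.01, the topoisomerase list among them only because it includes the deleted *TOP1*; the number of genes is given after each list name. Each point is a gene, blue where its adjusted p was under 0.05; red bars mark the list medians, which run from -1.57 for the phosphate regulon to 0.01 for the telomere-proximal families, and the dashed line marks the median of all genes at -0.54.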

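Genes of the induced stress response lay above the rest of the genome in *top1Δtop2ts* and below it in the single mutants. Heat shock genes lay above it in *top1Δtop2ts* and did not pass in the single mutants. These calls used the preset correlation, and none held with an estimated one. Of 55 genes of the induced environmental stress response, 7 rose and 6 fell in *top1Δtop2ts* (7 and 11 adjusted over the list alone). With spike-in scaling 13 rose and 20 fell, and with the replicate number as a block 15 and 20. *YGP1*, for a secreted glycoprotein, and *SSA3*, for a stress-induced chaperone of the Hsp70 family, rose by 1.99 and 1.99 on the log2 scale, while *GSY1*, for glycogen synthase, fell by 1.87. Of 23 heat shock protein genes regulated by Hsf1p, *HSP26* (1.90), *SSA4* (1.70) and *SIS1* (1.11), all chaperone genes, rose and none fell, but with spike-in scaling 4 rose and 7 fell, and with the block 7 and 5. The list medians were -0.18 and -0.03, both above the median of all genes, and for the heat shock list the mean of 0.12 had the other sign. camera gave an adjusted p of 2.14e-05 and 1.74e-05 for a shift above the other genes (adjusted p = 1.00 for both with an estimated correlation). In *top1Δ* and *top2ts* the stress list lay below the other genes (0.00113 and 0.00302; 0.980 and 0.943 with an estimated correlation, and 0.0735 in *top2ts* without its replicate 2), with medians of -0.41 and -0.37, and the heat shock list did not pass (0.608 and 0.689). Of 30 glucose-repressed genes 2 rose, *POT1* of fatty acid oxidation (2.16) and the catalase gene *CTA1* (1.36), and 2 fell, the maltase gene *MAL32* (-1.71) and the alcohol dehydrogenase gene *ADH2* (-1.15; list median -0.14, camera adjusted p = 0.000295, adjusted p = 1.00 with an estimated correlation). Of 27 genes of the iron regulon 4 fell, among them *MRS4* (-1.25), yet the list lay above the other genes (median -0.25, camera adjusted p = 0.0340, adjusted p = 1.00 with an estimated correlation and 0.0592 without replicate 3 of *top1Δtop2ts*). In the single mutants the glucose-repressed genes lay below other genes (5.86e-11 and 9.84e-06 in *top1Δ* and *top2ts*; 0.963 and 0.943 with an estimated correlation), and so did the iron regulon in *top1Δ* (0.00293; 0.980 with an estimated correlation). With spike-in scaling 4 glucose-repressed genes rose and 8 fell, and of the iron regulon 4 and 9 did, and with the block 8 and 6, and 4 and 11. Among permease genes the proline permease *PUT4* rose (2.34) and the ammonium permease *MEP3* fell (-2.27), with 3 up and 7 down of 22, and of 20 sugar transporter genes *STL1* fell (-1.05); neither list passed against the other genes (camera adjusted p = 0.914 and 0.448). In *top1Δ* and *top2ts* the sugar transporter genes were lower than other genes (4.98e-07 and 0.00189; 0.963 and 0.943 with an estimated correlation). With the block 3 permease genes rose and 15 fell, and 1 and 12 of the sugar transporter genes, and spike-in scaling gave 3 and 14, and 0 and 12. Of the 12 inducible genes that the paper follows in Figure 4, 4 fell here (5 adjusted over the list alone), which include *VTC1* (-1.12), and the list did not pass against other genes (camera adjusted p = 0.448), while 8 fell with spike-in scaling and 8 with the block, and 1 and 2 rose. In *top1Δ* and *top2ts* the same list was lower than other genes (2.05e-09 and 1.52e-06; 0.676 and 0.943 with an estimated correlation). *INO1*, for inositol phosphate synthase, had -0.85 (adjusted p = 0.112), *GAL1* for galactokinase 0.59 (adjusted p = 0.270) and *ADY2* for an acetate transporter -1.00 (adjusted p = 0.0601), under conditions that do not induce them. With the block these genes passed (adjusted p = 0.000173, 0.0177 and 0.000138).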

We therefore investigated, whether genes affected by topoisomerases display a higher responsiveness to environmental changes relative to genes, which are unaffected by topoisomerases. A measure for responsiveness to environmental changes was derived for every gene by calculating the average transcript change of the gene across the Gasch data set consisting of 173 microarray transcription profiles obtained from cells subjected to diverse environmental perturbations [28]. As reported in Table S2 we found that topoisomerase dependent genes, including both up- and down-regulated genes, have significantly higher responsiveness to environmental changes relative to the rest of the genome. Our data therefore suggest that DNA topoisomerases play an important role in the regulatory network of gene expression in the response to environmental changes. This finding prompted us to look for denominators that are common to transcription of topoisomerase-dependent genes. Indeed, we found that this group of genes has a significant enrichment of genes with a TATA-box in the promoter region as well as genes dependent on the SAGA (Spt-Ada-Gcn5-acetyltransferase) complex (Table S2, Figure S2). Both are features, which predominantly are associated with regulation of genes with a repressible/inducible mode of regulation [30], [31]. In contrast, TATA-less genes tend to have housekeeping functions and are more constitutively transcribed. Taken together, these analyses suggest that topoisomerase-dependent genes are highly regulated.

### Topoisomerase-dependent genes have high transcriptional plasticity and are governed by chromatin regulation

To investigate if topoisomerase-dependent genes have a higher regulatory capacity relative to genes, which are unaffected by topoisomerase deficiency we took advantage of a gene-specific measure of transcriptional plasticity. This measure has previously been defined as the dynamic range of transcript changes a gene displays in a large collection of >1,500 microarray analyses of gene expression [32]. Intriguingly, when plotting transcriptional plasticity against gene expression changes in *top1Δtop2ts*, we found a curvilinear relationship (Figure 3A). This demonstrates that genes strongly affected by topoisomerase deficiency, including both up- and down-regulated genes, display a high transcriptional plasticity relative to less affected genes. Notably, transcriptional plasticity is correlated with topoisomerase dependency independent of expression levels (Figure S3). Overall, the characterization of topoisomerase-dependent genes as being highly regulated across a multitude of conditions suggests that topoisomerase deficiency perturbs some of the regulatory features inherent to this gene class.

**Figure 3:**
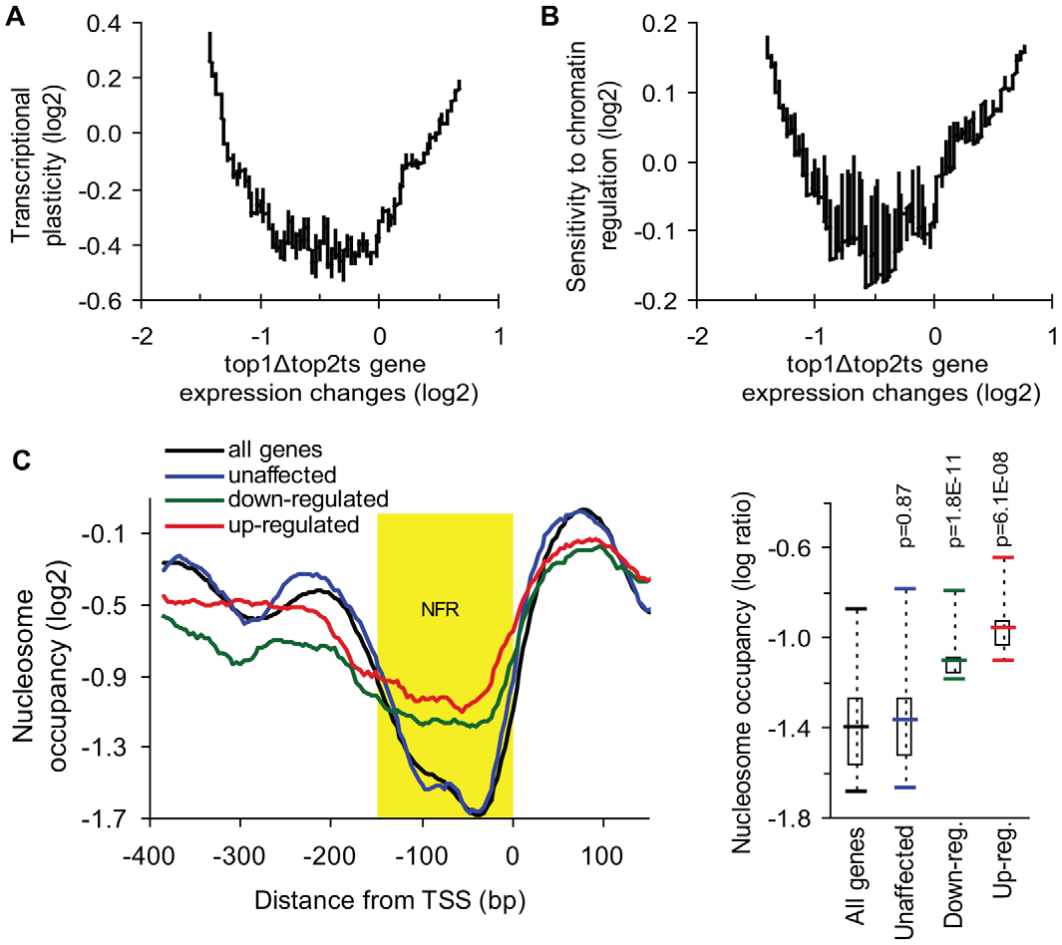
Genes de-regulated in *top1Δtop2ts* have high transcriptional plasticity and are chromatin-regulated. (A) Transcriptional plasticity [32] plotted against *top1Δtop2ts* gene expression changes (200-gene moving average). (B) Sensitivity to chromatin regulation [34] plotted against *top1Δtop2ts* gene expression changes (200-gene moving average). (C) *Left panel*, the average nucleosome-binding pattern around the transcription start site (TSS) was compared between groups of the 100 most unaffected, the 100 most up-regulated, the 100 most down-regulated genes in *top1Δtop2ts*, and the average pattern for all genes in the yeast genome [35]. Nucleosome-free region (NFR) is highlighted in yellow. *Right panel*, statistical analysis of nucleosome occupancy in the NFR displayed by a box plot. *P*-values were calculated by an unpaired, two-sample t-test assuming equal variances.

Transcription of highly regulated genes is generally associated with chromatin remodeling and histone modifying activities, which regulate the access of transcription factors and the general transcription machinery to promoters [33]. To further analyze the properties of the topoisomerase-dependent genes, we therefore used a measure of the sensitivity to chromatin regulation, which has been calculated as the expression variability a gene displays in 141 microarray profiles obtained in the absence of different chromatin modifiers [34]. This measure was plotted against gene expression changes in *top1Δtop2ts* (Figure 3B). As shown in Figure 3B, the genes, which are most affected by topoisomerase deficiency, show the highest sensitivity to chromatin regulation in accordance with the high transcriptional plasticity of these genes. Thus, genes which are activated or repressed at the chromatin level are prone to be influenced by DNA topoisomerases. To further support this finding we calculated pairwise Pearson correlations between the *top1Δtop2ts* transcription profile and the profiles from more than 1,000 different microarrays from yeast. In this screen the most significant correlations were found to transcription profiles generated from yeast strains lacking factors affecting regulation of transcription via chromatin (e.g. *spt6ts*, *spt16ts*, *gcn5* mutation, histone depletion and histone tail deletion, Figure S4).

The observed correlation between de-regulated transcription in *top1Δtop2ts* and measures of transcriptional plasticity and chromatin regulation encouraged us to address, whether the genes with the strongest dependency on topoisomerases have a different promoter chromatin architecture compared to topoisomerase-independent genes. We therefore used a map of nucleosome occupancy across the yeast genome [35] to examine the nucleosome binding pattern in the promoter region of these genes. 

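The genes with the largest rises in *top1Δtop2ts* were rarer transcripts in wild-type than the genes with the largest falls. The genes with the 100 largest rises had log2 changes of 0.84 or more (median 1.24) and a median wild-type signal of 179. They held 8 genes of the induced stress response, 4 of heat shock proteins, 3 of the telomere-proximal families, 3 permease genes, 2 cell wall genes and 2 glucose-repressed genes. The genes with the 100 largest falls began with the deleted *TOP1* and had changes of -1.82 or lower (median -2.14) and a median wild-type signal of 1504. Among them were 8 genes of the phosphate regulon, 6 of ribosomal proteins, 5 of the G1/S transition, 5 of sulfur assimilation, 4 histone genes and 4 G2/M genes, and also 2 of the telomere-proximal families, 1 of the induced stress response and 1 permease gene. A gene can count under more than 1 list, and these lists were not tested for enrichment in the groups. The 100 genes nearest to no change lay between -0.02 and 0.02 and had a median wild-type signal of 806. At an adjusted p under 0.05 from limma, 68 of the genes with the largest rises and 100 of those with the largest falls passed the test. With spike-in scaling 98 and 99 of these genes passed. The groups were picked by the same changes that were tested, so these counts follow from the choice and are no separate support.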

The 100 most up- and down-regulated genes as well as the 100 most unaffected genes in *top1Δtop2ts* were selected to identify a possible topoisomerase-dependent promoter nucleosome architecture. As seen in Figure 3C and Figure S5, genes, which are strongly affected by topoisomerase deficiency, have a significant higher nucleosome occupancy in the conserved nucleosome-free region, which is a region known to be enriched for binding of transcription factors and chromatin regulators influencing transcription initiation [36].

Taken together, the data from the genome-wide analyses suggest that topoisomerase deficiency affects transcription of a group of genes, which can be characterized as being highly regulated, thus having a repressible/inducible mode of regulation. Given that highly regulated genes are characterized by tight control of initiation rather than elongation, the data point to an important role of topoisomerases during transcription initiation.

### Topoisomerases are needed during transcription of a range of inducible genes

We next wanted to substantiate the genome-wide findings by analyses of specific genes with a repressible/inducible mode of regulation that are known to be environmentally regulated and dependent on chromatin structure. For this purpose, twelve genes were selected from four commonly studied gene systems, representing phosphate- (*PHO5*, *PHO8, VTC1, VTC3*), galactose- (*GAL1, GAL2, GAL7, GAL10*), glucose- (*ADH2, ADY2, YAT1*) and inositol-regulated (*INO1*) promoters. In order to study the induction capabilities, wild-type and *top1Δtop2ts* cells were cultured under repressive conditions and transferred to the respective inducible conditions (see Text S1) as outlined in the experimental setup presented in Figure 4A. As demonstrated in Figure 4B, transcription of all twelve genes is significantly compromised in the absence of DNA topoisomerases. Albeit the selected genes have important differences in many aspects associated with regulation of transcription, e.g. activator and co-factor requirements, the data show that topoisomerases have comparable transcriptional effects on the different inducible gene systems. To verify that topoisomerase deficiency exerts a specific effect on transcription of inducible genes, and furthermore confirm the specificity of the different inducible conditions, we included three housekeeping genes, *ESC1*, *ACT1*, and *GAPDH*, where measurements of transcript accumulation were obtained under either phosphate-, galactose-, or glucose-inducible conditions (Figure S6). These genes showed virtually no transcript changes in wild-type and *top1Δtop2ts* cells in the time frame, where the inducible genes showed up to several thousand fold increase in mRNA levels in the wild-type. Taken together, our results support a model, where topoisomerases are needed for adequate transcription of regulated genes, and thus corroborate our findings from the microarray gene expression analysis.

**Figure 4:**
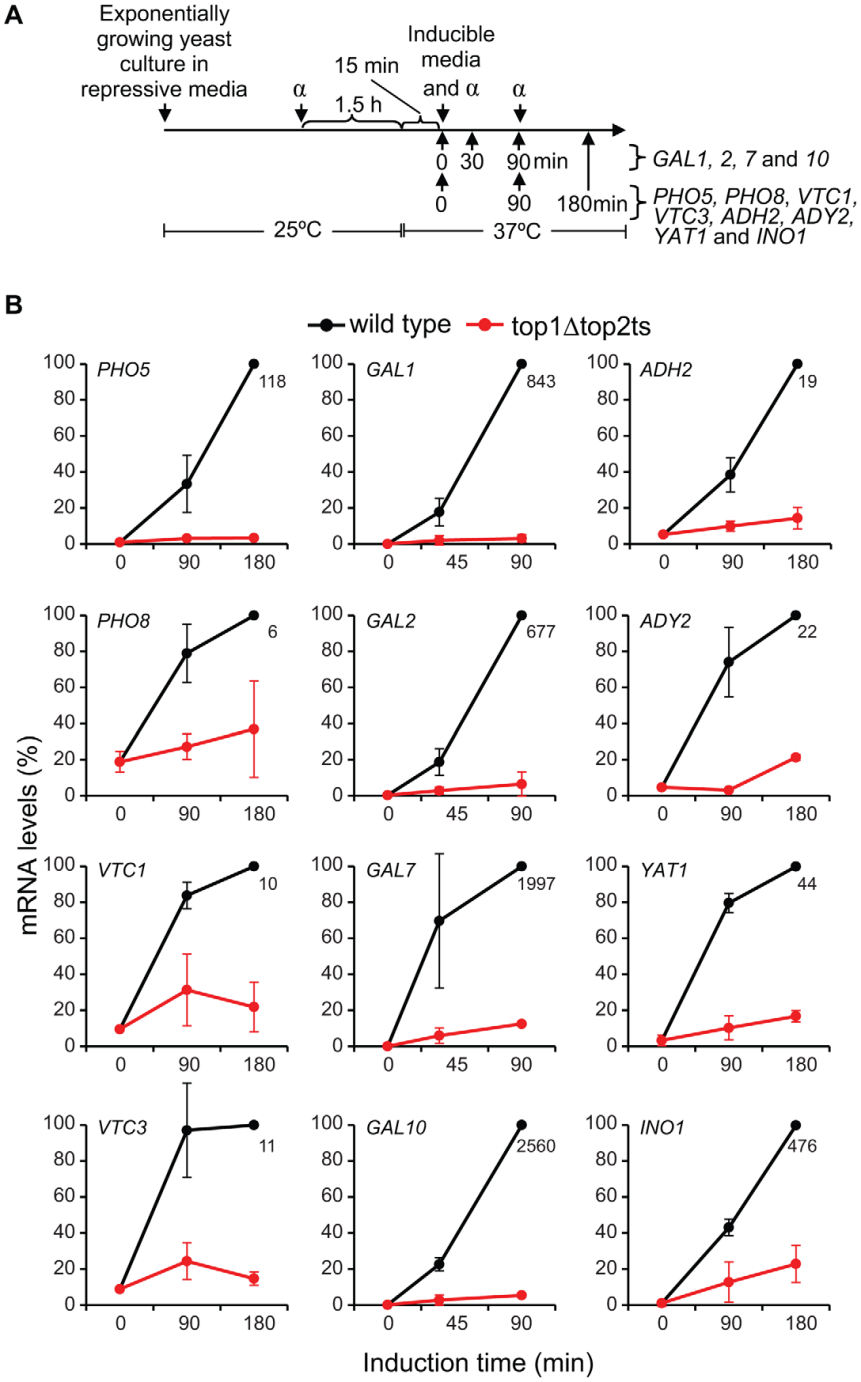
Topoisomerases are required for transcriptional induction of a range of inducible genes. (A) Experimental setup. α indicates α-factor. (B) Time-course experiments of induced gene expression in wild-type and *top1Δtop2ts* cells. The mRNA levels of the indicated genes were quantified by qPCR at the indicated time points after transfer of cells to inducible conditions and normalized to the mRNA level obtained in the wild-type at the latest time point (set to 100%). Averages from two individual experiments are shown with error bars representing ± one standard deviation. Numbers indicate the mean fold increase in wild-type cells at the latest time point.

### Topoisomerases are required for transcriptional activation of *PHO5* but become dispensable once the gene is activated

To investigate in which step during transcription of a regulated gene topoisomerases exert their function, we focused on the well-characterized *PHO5* gene, which was found to absolutely require topoisomerases as demonstrated in Figure 4B. This gene is repressed under high phosphate conditions, where the transcription factor Pho4p is phosphorylated by the Pho80p/Pho85p complex and retained in the cytoplasm. In the un-phosphorylated state under phosphate-free conditions, Pho4p enters the nucleus, where it binds the *PHO5* promoter and trans-activates chromatin remodeling, thus being essential for *PHO5* induction by promoter nucleosome removal [37], [38]. To initially determine if topoisomerases are required for *PHO5* activation *per se* or for continued *PHO5* transcription upon activation, we took advantage of the fact that deletion of *PHO80* leads to constitutive expression of *PHO5* regardless of phosphate conditions [39]. Wild-type cells as well as *pho80Δ* and *pho80Δtop1Δtop2ts* mutants were analyzed in parallel for accumulation of *PHO5* transcripts. As expected, both mutants show high *PHO5* transcription levels under high phosphate conditions at the non-restrictive temperature (0 min time point), where the wild-type cells are fully repressed (Figure 5A). However, upon transfer to inducible conditions at the restrictive temperature, *pho80Δtop1Δtop2ts* still accumulates *PHO5* mRNA at a level comparable to *pho80Δ* and similar to the transcription level from the fully active *PHO5* promoter in wild-type cells. The result demonstrates that topoisomerases have no effect on transcription from an already activated *PHO5* promoter, and we therefore conclude that topoisomerases are needed for activation of *PHO5* but not for continuous transcription initiation and elongation.

**Figure 5:**
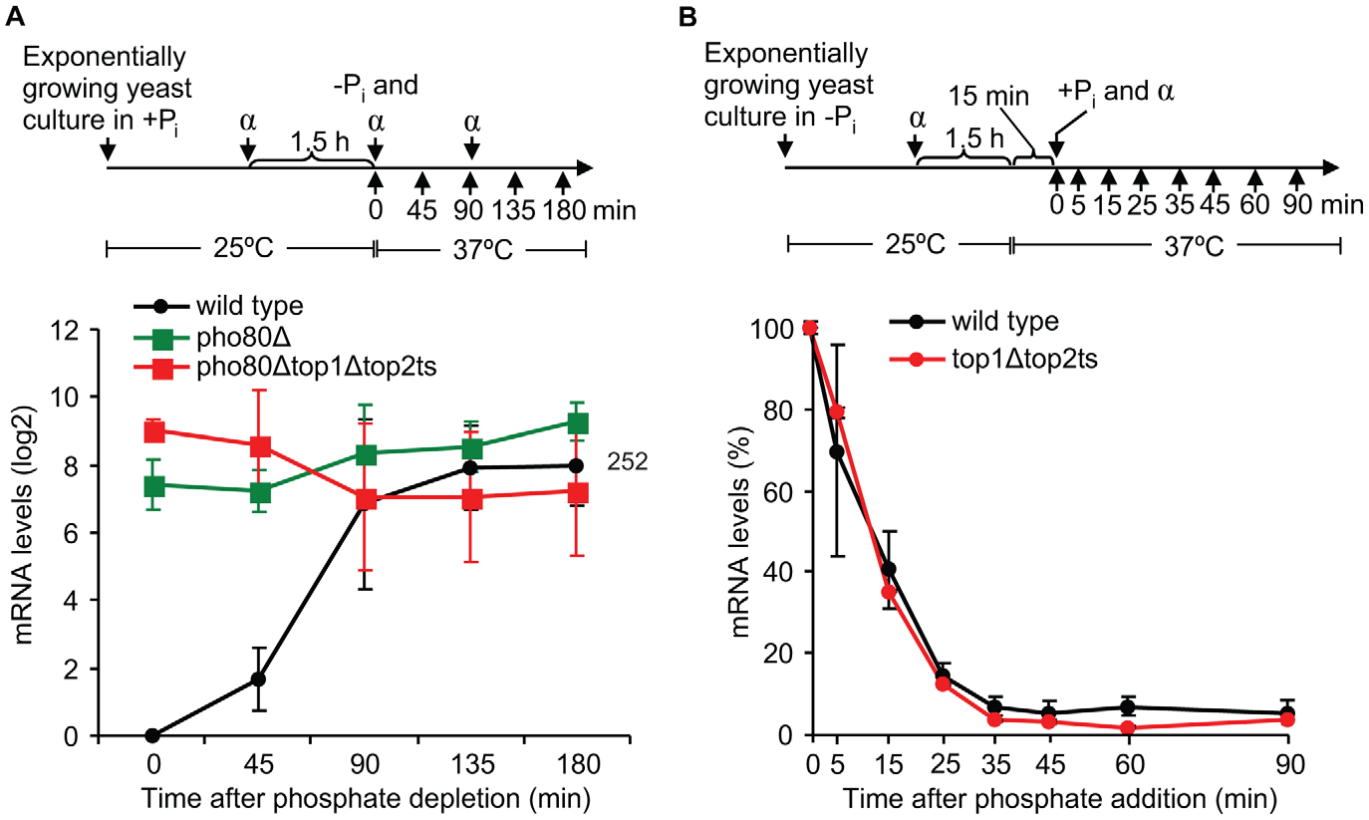
Topoisomerases are dispensable for transcription once the *PHO5* promoter is activated, and they are not required during *PHO5* inactivation. (A) Time-course experiments of *PHO5* transcription in wild-type, *pho80Δ*, and *pho80Δtop1Δtop2ts* cells after transfer from high phosphate to phosphate-free conditions. *Upper panel*, experimental setup. *Lower panel*, the *PHO5* mRNA levels were quantified at the indicated time points, normalized to the wild-type level at the 0 min time point (set to 1) and presented on a log2-scale. Number indicates the mean fold increase in wild-type cells at the latest time point. (B) Time course experiment of *PHO5* transcriptional inactivation in wild-type and *top1Δtop2ts* cells. *Upper panel*, experimental setup. *Lower panel*, the *PHO5* mRNA levels were quantified at the indicated time points and normalized to the level at the 0 min time point (set to 100%). In A and B the averages from three and two individual experiments, respectively, are shown. Error bars represent ± one standard deviation. α indicates α-factor and +P_i_ and -P_i_ indicate high and no phosphate, respectively.

To investigate if topoisomerases also play a role during transcriptional inactivation of *PHO5*, we performed an experiment, where wild-type and *top1Δtop2ts* cells were grown under inducible conditions and then transferred to high phosphate to shut down expression. As seen in Figure 5B, the kinetics in the decrease of *PHO5* mRNA levels were equivalent in *top1Δtop2ts* and wild-type cells, strongly indicating that topoisomerases are dispensable during transcriptional repression of *PHO5*. Thus, although topoisomerases are essential for *PHO5* activation, they do not seem to be required during *PHO5* inactivation.

### Transcription of *PHO5* is supercoiling sensitive

To address how DNA topoisomerases affect transcriptional activation of *PHO5*, we first compared the accumulation of *PHO5* mRNA levels in the topoisomerase single and double mutants (Figure 6A). The analysis shows that, whereas wild-type cells reach full induction after approximately 135 min under phosphate-free conditions, lack of either Top1p or Top2p results in a kinetic delay in *PHO5* mRNA accumulation. In contrast, complete lack of topoisomerase activity results in a synthetic phenotype with an absolute inhibition of *PHO5* activation. The fact that *PHO5* transcription is sensitive to topoisomerase dosage strongly suggests that it is the total relaxation capacity of the cell, which is important for *PHO5* transcription. The result thus indicates that *PHO5* activation is influenced by changes in DNA superhelicity.

**Figure 6:**
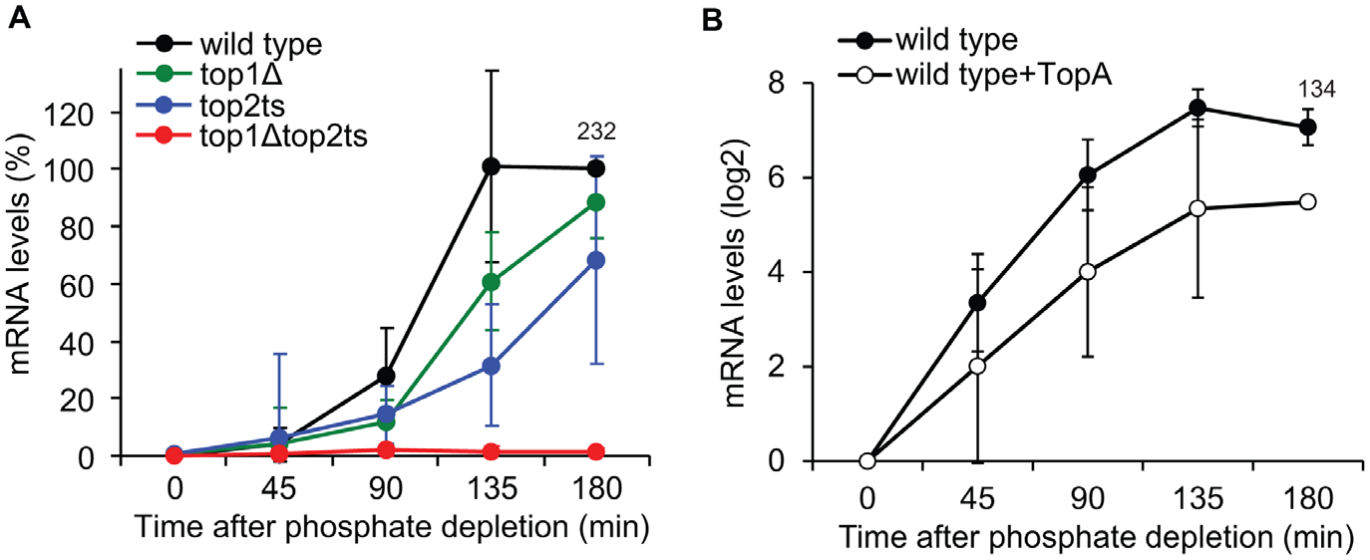
Changes in global DNA supercoiling levels affect *PHO5* transcription. (A) Time-course experiment of *PHO5* transcriptional activation in wild-type, *top1Δ*, *top2ts*, and *top1Δtop2ts* cells. The experimental setup was as described for Figure 5A. The quantified *PHO5* mRNA levels were normalized to the wild-type level at the 180 min time point (set to 100%). (B) Time course of *PHO5* transcriptional activation in wild-type cells with and without expression of TopA from a high-copy YEp-TopA plasmid [8]. The experimental setup was as described for Figure 5A except for TopA expression. The *PHO5* mRNA levels were quantified at the indicated time points, normalized to the mRNA level at the 0 min time point (set to 1) and presented on a log2-scale. In A and B averages from three individual experiments are shown with error bars representing ± one standard deviation. Numbers indicate the mean fold increase in wild-type cells at the latest time point.

To further investigate this we took advantage of the *E. coli* DNA topoisomerase I enzyme (TopA). This enzyme only relaxes negative supercoiling and has earlier been used to alter DNA superhelicity on a global scale [8], [9]. As shown in Figure 6B, expression of TopA from a high-copy plasmid in wild-type cells leads to reductions in *PHO5* transcript levels upon transfer to inducing conditions, strongly suggesting that *PHO5* activation is supercoiling sensitive.

### Topoisomerases are required for Pho4p binding prior to promoter nucleosome removal during *PHO5* activation

To examine the underlying cause of the perturbed *PHO5* activation in *top1Δtop2ts* cells, we next studied the impact of topoisomerase deficiency on regulation of crucial steps upstream of transcription initiation. A previous study has shown an absolute requirement for nucleosome removal *in trans* from the *PHO5* promoter region for transcription initiation to occur, which is dependent on binding of the Pho4p transcription factor to the *PHO5* promoter [40]. Figure 7A shows the promoter structure of *PHO5* with a nucleosome map, illustrating Pho4p binding sites and four highly positioned nucleosomes covering the promoter region.

**Figure 7:**
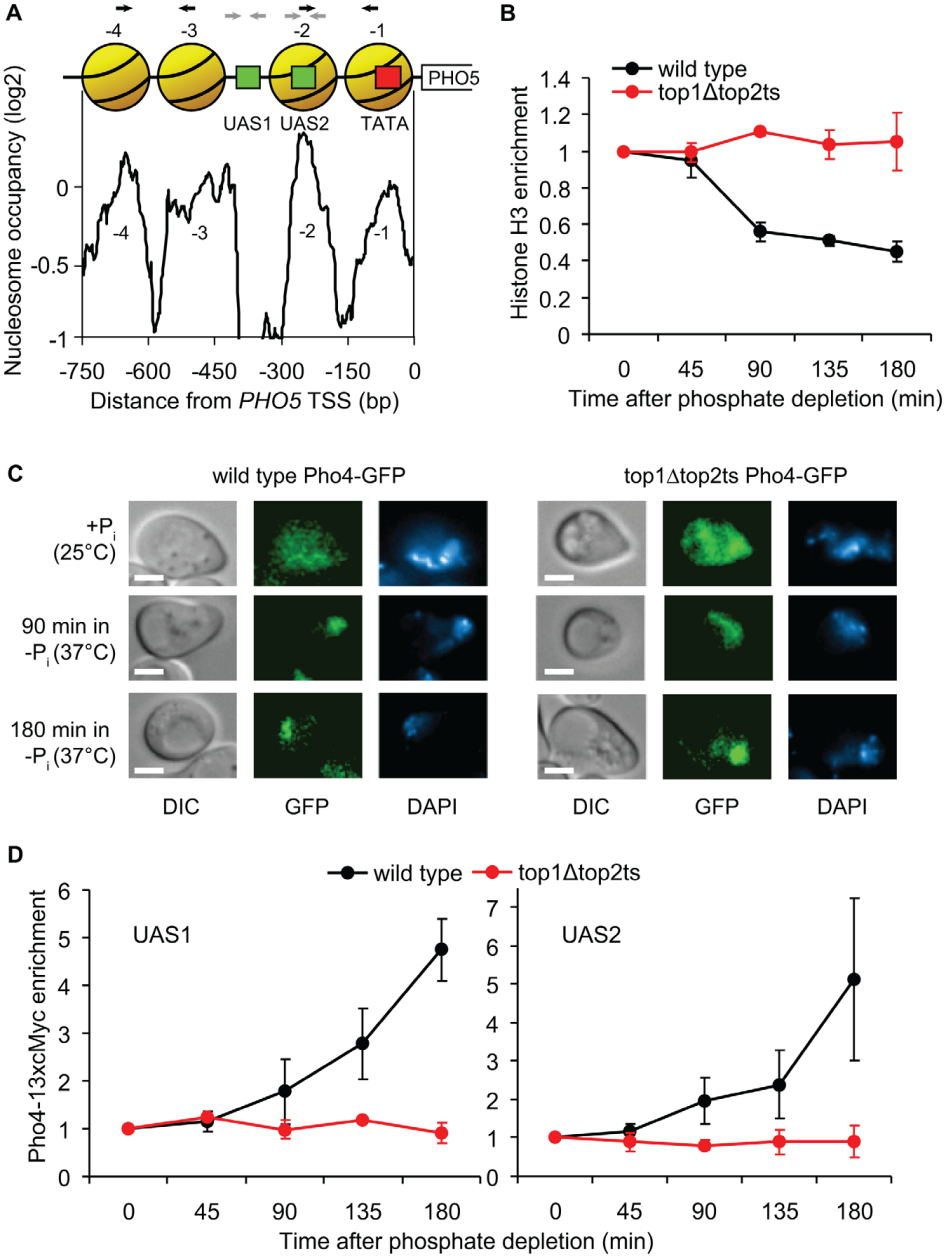
Topoisomerases are essential for binding of the Pho4p transcription factor. (A) Nucleosome occupancy profile of the *PHO5* promoter [35]. Positioned nucleosomes (yellow), which are removed upon *PHO5* induction, are denoted −1 to −4 relative to the transcription start site (TSS). Red box indicates TATA box and green boxes indicate upstream activating sequences, UAS1 and UAS2, which both contain a Pho4p binding site. Black and grey arrows indicate the primers used in the H3 and Pho4-13xcMyc ChIP experiments, respectively. (B) Time course ChIP analysis of nucleosome removal from the *PHO5* promoter in wild-type and *top1Δtop2ts* cells following transcriptional activation. Experimental setup was as described for Figure 5A. The plot depicts average levels of histone H3 in nucleosome regions −1 to −2 and −3 to −4, respectively, in the *PHO5* promoter. H3 binding levels were normalized relative to the binding under un-induced conditions at the 0 min time point (set to 1). (C) Localization of Pho4-GFP was investigated by fluorescence microscopy in wild-type and *top1Δtop2ts* cells grown under high phosphate conditions (+P_i_) at 25°C, and 90 and 180 min after shifting cells to phosphate-free medium (−P_i_) at 37°C for inhibition of Top2p. The experimental setup was as described for Figure 5A. Differential interference contrast (DIC) and fluorescence (GFP) images of representative cells are shown, and the nuclei are indicated by DAPI (4′,6-diamidino-2-phenylindole) staining of DNA. Scale bars represent 2 µm. (D) Time course ChIP analyses of Pho4-13xcMyc recruitment kinetics in the *PHO5* promoter in wild-type and *top1Δtop2ts* cells following transcriptional activation. The experimental setup was as described for Figure 5A. The plots depict levels of Pho4-13xcMyc binding to UAS1 (*left panel*) and UAS2 (*right panel*) in the *PHO5* promoter, although the resolution of the ChIP assay may be insufficient to discriminate between the two sites, and Pho4p binding at the low affinity UAS1 site may be below the detection threshold of the assay. Pho4-13xcMyc binding levels were normalized relative to the binding under un-induced conditions at the 0 min time point (set to 1). In B and D averages from three individual experiments are shown and error bars represent ± one standard deviation.

To investigate if nucleosome removal is affected in *top1Δtop2ts* we used Chromatin immunoprecipitation (ChIP) with an antibody against histone H3 to measure nucleosome occupancy in the *PHO5* promoter in wild-type and *top1Δtop2ts* cells during *PHO5* induction. As shown in Figure 7B, a decrease in the relative amount of qPCR products corresponding to the promoter region with the four nucleosomes is seen with increasing time following induction in the wild-type cells, consistent with results from Hörz and coworkers [41]. In contrast, no decrease is seen in *top1Δtop2ts*. These results suggest that topoisomerases are either required directly for the removal of repressive nucleosomes from the *PHO5* promoter or for a step prior to this activity. We reason that this step cannot be de-regulation of a chromatin remodeling factor as strains disrupted for such factors have been shown to merely give rise to a kinetic delay in *PHO5* activation and not an absolute inhibition [42]–[45]. Although less likely, we can however not rule out that two or more chromatin remodeling factors are de-regulated and together exert a synthetic phenotype.

To eliminate the possibility that defective *PHO5* induction in *top1Δtop2ts* is indirectly caused by disruption of the physiological stimulus leading to transcriptional activation, we analyzed the cellular localization of GFP-tagged Pho4p in wild-type and *top1Δtop2ts* cells. As expected, both strains exhibit nuclear accumulation of Pho4-GFP after 90 and 180 min under phosphate-free conditions at the restrictive temperature (Figure 7C). The results thus limit the window of topoisomerase requirement to a step between Pho4p nuclear entrance and promoter nucleosome removal.

We therefore finally addressed the possibility that binding of Pho4p, which has two binding sites in the *PHO5* promoter (the low affinity UAS1 site and the high affinity UAS2 site) (Figure 7A) is perturbed in *top1Δtop2ts*. We constructed wild-type and *top1Δtop2ts* strains with a 13xcMyc-tagged version of Pho4p (displaying normal *PHO5* induction kinetics, Figure S7), and performed ChIP analyses with a cMyc-antibody to monitor Pho4p binding to the *PHO5* promoter. Intriguingly, in contrast to the situation in wild-type cells, Pho4-13xcMyc is not enriched in the *PHO5* UAS1 and UAS2 regions in *top1Δtop2ts* after transfer of cells to inducible conditions (Figure 7D). Even after 3 h in phosphate-free medium, where *PHO5* is strongly induced in wild-type cells, Pho4p binding levels in the *PHO5* promoter in *top1Δtop2ts* are similar to binding levels in the repressed state. We therefore conclude that topoisomerases are required to allow binding of Pho4p to the *PHO5* promoter during transcriptional activation.

## Discussion

The global gene transcription analyses of budding yeast cells deficient for topoisomerases I and II reveal two major effects: (*i*) highly transcribed genes are generally more dependent on topoisomerase activity than poorly transcribed genes, and (*ii*) genes strongly dependent on topoisomerases are characterized as highly regulated and chromatin-dependent with a repressible/inducible mode of regulation. In support of the genome-wide findings our single-gene studies suggest that topoisomerases play a previously unidentified and important role in transcription of highly regulated, inducible genes. Finally, the in-depth analysis of the inducible *PHO5* gene has revealed that topoisomerase activity is required for binding of the Pho4p transcription factor upstream of promoter nucleosome removal. The findings provide novel insight into the role of DNA topoisomerases for *in vivo* transcription.

### Transcriptional activity is a global indicator of topoisomerase dependency

Our transcriptome analysis reveals that topoisomerase deficiency leads to a general down-regulation, giving rise to a reduction in mRNA levels of approximately 30%. Interestingly, transcriptional activity but not transcript length is an important cause of the global down-regulation in *top1Δtop2ts* (Figure 2). Since transcriptional activity reflects both the rate of elongation and initiation, down-regulation in *top1Δtop2ts* with increasing transcriptional activity can be explained by an impairment of elongation and/or initiation. However, most impairments of elongation will lead to increasing down-regulation with increasing transcript length, which we do not see. Our results are therefore most simply explained by an impairment of initiation of highly transcribed genes in the absence of topoisomerases as suggested by Roca et al. [9]. In support of this, global ChIP-chip studies of Top1p and Top2p have demonstrated that the enzymes bind intergenic/promoter regions in the yeast genome [14], [22], [23] in an activity dependent manner [14], [22].

How do topoisomerases influence initiation of highly transcribed genes? The fact that Top1p and Top2p act redundantly during genome-wide transcription (Figure 1 and Figure 2A) speaks against a structural or more specific role of either enzyme and rather suggests that they act via their common relaxation activity. Thus, the contribution of either enzyme alone seems sufficient to remove supercoiling to a degree, which maintains high levels of gene transcription *in vivo*, but when both enzymes are absent, unresolved supercoiling inhibits initiation in an activity dependent manner.

The observation that the superhelical strain generated during RNA polymerase tracking does not result in a length dependent requirement for topoisomerases suggests that the RNA polymerase is able to track against a supercoiling gradient. Alternatively, the supercoils may rapidly dissipate into flanking chromosomal regions, where they may be buffered by chromatin structural transitions as suggested earlier [4], [17], merge with supercoils of opposite sign, or dissipate out of chromosomal ends by rotation of telomeres [9]. Lack of topoisomerase activity during RNA polymerase tracking may indeed enhance the pressure on alternative pathways for supercoil removal, possibly leading to superhelical changes throughout the chromosomes, including gene promoters, where it eventually may influence transcription initiation. However, we cannot rule out that transcription elongation by each polymerase may be affected by the superhelical strain generated ahead of it as suggested by Ekwall and coworkers based on observations in *S. pombe* [14] and recent studies from *S. cerevisiae*, where transcription of long genes was found to be affected exclusively in *top2ts* cells [46]. Our data suggest that any effect on elongation will have to be gene-length independent in *top1Δtop2ts* cells (Figure 2C), or a length effect due to topoisomerase deficiency is masked by a much stronger effect from reduced initiation. Our data are consistent with the earlier observed length independency of transcription and intragenic RNA polymerase II binding in budding yeast *top1Δtop2ts* cells [9], [22], [46].

### Transcriptional activation of highly regulated, chromatin-dependent genes requires topoisomerase-mediated DNA relaxation

Based on our genome-wide studies a pattern emerges for genes, which are strongly dependent on topoisomerases. This gene group is enriched for genes with high responsiveness to environmental changes, a TATA box in their promoter, SAGA complex dependency, high transcriptional plasticity, sensitivity to chromatin regulation, and specific nucleosome architecture in the promoter (Figure 3; Figures S3, S4, S5; and Table S2). In summary, the analyses point toward a highly regulated mode of transcriptional activation for this group of genes.

How can an effect on repressible/inducible genes be unraveled from microarray experiments performed with cells grown exclusively in rich media (YPD)? For the majority of these genes, rich media will neither give complete repression nor complete activation of transcription. Rather, a subpopulation of cells will have a given gene in an active form, while the remaining cells will have the gene in a repressed form. We interpret a drop in transcript levels between wild-type cells and *top1Δtop2ts* cells in YPD media to reflect an inhibition of activation in these subpopulations due to topoisomerase deficiency. We therefore conclude that genes with high transcriptional plasticity are scored as de-regulated genes in YPD because topoisomerase-deficiency will perturb the periodic activation and/or repression of transcription of these genes.

The observed enrichment of stress responsive genes among the up-regulated genes in *top1Δtop2ts* cells (Table S1) could indicate that lack of topoisomerases leads to a general stress response. This could be the case if central players in the common response to environmental changes like activators or repressors are de-regulated by the lack of the enzymes or indirectly by the slow growth of *top1Δtop2ts* cells [47]. 

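The lists of transcription regulators were about as low in *top1Δtop2ts* as the rest of the genes, and they did not pass the test against other genes. Of 28 activators and repressors of stress responsive genes, *MGA1* (-2.01), *XBP1* (-1.20), for a repressor of G1 cyclin genes, and *YAP6* (-1.05) fell on the log2 scale and none rose at an adjusted p under 0.05 from limma (2 fell when adjusted over the list alone). *MSN2* and *MSN4*, for the main activators of the general stress response, had 0.15 (adjusted p = 0.799) and -0.94 (adjusted p = 0.0757, but 0.000274 with the replicate number as a block), and *HSF1*, for the heat shock factor, 0.35 (adjusted p = 0.514). Of 60 other activators and repressors 9 fell and 0 rose (9 fell when adjusted over the list alone), among them *FKH1* for a forkhead factor of G2/M genes (-1.90), *SWI6* of the G1 activators SBF and MBF (-1.39), *DAL80* for a repressor of nitrogen use (-1.39) and *TUP1* for a general corepressor (-1.38). The list medians were -0.54 and -0.40, and limma's camera gave an adjusted p of 0.847 and 0.718 against the other genes. Of 45 genes of chromatin remodellers 3 fell, *SWI1* of the SWI/SNF complex (-1.91), *RSC6* (-1.20) and *HIR2* (-1.12), and of 33 genes of histone acetylation and deacetylation complexes 3 fell, among them *EAF3* (-1.12) and *SIR3* (-1.11); camera gave 0.997 and 0.828 as adjusted p. The number of genes past the test depended on the scale and the fit, since with spike-in scaling 17 of the stress regulators, 29 of the other regulators, 29 of the remodeller and 20 of the histone acetylation genes fell, and with the block 18, 30, 29 and 21, with 1 other regulator and 1 remodeller gene that rose in either. The changes were -0.72 for *SPT6*, -0.62 for *SPT16*, -0.97 for *GCN5*, -0.42 for *SPT3* and -0.48 for *PAF1*, on the log2 scale, and none passed the test, but all did with spike-in scaling and with the block (adjusted p with the block = 0.00134, 0.00731, 7.02e-05, 0.0405 and 0.0129). Of 12 genes of topoisomerases, helicases and their partners, *SRS2* (-1.94), *TOP3* (-1.32) and *HMO1* (-1.19) fell beside the deleted *TOP1*, and 10 fell with spike-in scaling or the block, while the list without *TOP1* did not pass against other genes (camera adjusted p = 0.341). *MSN2*, *MSN4* and *HSF1* were singled out after their values were seen.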

Arguing strongly against this, is that our Gene Ontology analysis did not reveal any enrichment of transcriptional activators and repressors including those involved in the regulation of stress responsive genes (Table S1). Pertinent to this discussion, stress responsive genes are primarily found in telomere proximal regions [48], [49], but the genes affected in *top1Δtop2ts* are not biased towards these regions (Table S2).

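Genes down 2-fold in *top1Δtop2ts* were about as frequent near chromosome ends as elsewhere, while in the single mutants genes down 2-fold were more frequent there. Of the 235 protein-coding genes among the outermost 10 of a chromosome end, by gene order in assembly R64, 44 (18.7%) were down 2-fold or more, against 867 (16.6%) of the other 5211 (Fisher's exact test, two-sided, p = 0.421, adjusted 0.505). Up 2-fold were 7 (2.98%) against 66 (1.27%) (odds ratio 2.39, exact p = 0.0370, adjusted 0.0554). Among the outermost 20, 19 of 526 genes (3.61%) were up, against 54 (1.10%) of the rest (odds ratio 3.38, exact p = 4.11e-05, adjusted 7.04e-05), and for down the exact p was 0.759. In *top1Δ* 24 of these 235 genes (10.2%) were down against 119 (2.28%) of the rest (adjusted p = 7.58e-08, Fisher's exact test), and in *top2ts* 16 of these 235 genes (6.81%) were down against 72 (1.38%) of the rest (adjusted p = 2.34e-06, Fisher's exact test) and 11 of these 235 genes (4.68%) were up against 19 (0.365%) of the rest (adjusted p = 1.21e-07, Fisher's exact test), and these 3 differences also passed among the outermost 20. Of the 11 end genes up in *top2ts*, 7 lie at 2 ends, the left of chromosome VII and the right of XIV, and the test treats neighbours as independent. Without the genes of these ends 4 of 220 were up (odds ratio 5.06, unadjusted exact p = 0.0126), and in *top1Δtop2ts* 6 were (unadjusted exact p = 0.0703), while genes down in *top1Δ* and *top2ts* still passed with 22 and 16. Without replicate 1 or 2 of wild-type 13 and 50 genes near ends were down in *top1Δ*, and without replicate 2 of wild-type or its own replicate 1 33 and 34 in *top2ts*, and with equal medians 14 and 8, and the difference passed each time. The adjusted values cover the 12 such tests made for the 3 mutants. Of 34 genes, *SEO1* and members of the PAU, COS, DAN, TIR and AAD families, many of which lie near telomeres and share near-identical copies, 3 rose and 6 fell in *top1Δtop2ts*. With spike-in scaling 7 rose and 11 fell, and with the replicate number as a block 9 and 11. *DAN1* and *PAU24* were among the former on the deposited scale, and *COS8* (-2.09) and *SEO1* (-1.85) among the latter. The list median was 0.01 and its mean -0.01, of the other sign, and limma's camera gave an adjusted p of 5.79e-05 for a shift above other genes (adjusted p = 1.00 with an estimated correlation). In *top2ts* the list also lay above other genes (0.00220, and 0.943 with an estimated correlation), but not with spike-in scaling (0.159) or the block (0.180). Its median there was -0.20, near the -0.22 of all genes, while its mean was 0.05. The mean is raised by *COS12*, of the COS family, with a log2 change of 9.26, and the list was not tested without this gene. With equal medians 22 of the outermost genes were down (exact p = 4.47e-05), and without the wild-type array of replicate 1, or replicate 2 of *top1Δtop2ts*, 36 and 34 were (exact p = 0.00466 and 0.00804). Without replicate 2 of wild-type 67 were down. Up were 6 with spike-in scaling (exact p = 0.0565), 11 without replicate 1 of wild-type, 13 without replicate 2 of *top1Δtop2ts*, and 5 without its replicate 1 or 3 (exact p = 0.104). The tests were chosen after the data were seen, and distances to telomeres in nucleotides were not analysed here. They took no account of wild-type signal, so a link of the end genes with low signal was not separated. In the least abundant of the 5 groups by wild-type signal, 6.79% of genes were down in *top1Δ* and 3.39% in *top2ts*. In the most abundant group 1.10% and 1.47% were.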

In further support of a role of topoisomerases for regulated gene transcription we show that the enzymes stimulate transcriptional activation of twelve different inducible genes, including the *PHO* genes, the *GAL* genes, *ADH2*, and *INO1* (Figure 4). Attention has been drawn to some of these genes in earlier studies of topoisomerases. Thus, in a study of the *PHO5* promoter nucleosome positioning it was noticed that *PHO5* transcription was inhibited in the absence of topoisomerases [50]. Furthermore, *ADH2* has been reported to be regulated by Top1p, which was suggested to repress its transcription by relaxation of negative DNA superhelicity [51]. Our finding that efficient *GAL1* activation is dependent on topoisomerases is in contrast to earlier observations with endogenous *GAL1* and a plasmid-borne *GAL1*-lacZ construct [1], [6], where high levels of *GAL1* transcription was seen in the absence of topoisomerases. However, in a separate study, transcription of *GAL1* was found to be strongly inhibited upon expression of *E. coli* TopA in the absence of yeast topoisomerases [8] in support of a role of these enzymes in *GAL1* transcription. We have observed similar topoisomerase dependency in two different yeast strains, indicating that strain background and variable *top2ts* mutations do not account for the observed inconsistency (data not shown). As we have used G1 arrested cells to exclude replication-associated effects in *top1Δtop2ts* rather than exponentially growing cells, it remains possible that different supercoiling levels exist in different phases of the cell cycle, which may underlie the discrepancy between ours and earlier studies concerning the dependency of *GAL1* transcription on topoisomerases.

Use of G1 arrested cells could also affect the studies of *PHO5* induction, as arrested cells have been demonstrated to accumulate polyphosphate, a vacuolar Pi reserve, which will influence the rate of *PHO5* induction [44], [45]. It could thus be speculated that this reserve is responsible for the lack of *PHO5* induction observed in the *top1Δtop2ts* cells, as these cells, due to their decreased metabolic activity, would be expected to need more time to consume the Pi reserve relative to wild-type cells. To exclude this possibility we deleted *VTC1* and *VTC4* in wild-type and *top1Δtop2ts*, as these genes are the two main genes required for polyphosphate synthesis. As seen in Figure S8, like in *top1Δtop2ts* cells, induction of *PHO5* still does not take place in *vtc1Δtop1Δtop2ts* and *vtc4Δtop1Δtop2ts* cells, confirming that it is the lack of topoisomerases and not excessive Pi reserves, which causes inhibition of *PHO5* induction. This was further demonstrated by studying *PHO5* induction using exponentially growing cells rather than G1 arrested cells (Figure S9).

It is not yet clear how topoisomerases exert their function during transcription of highly regulated genes. Given that topoisomerase deficiency results in both up- and down-regulations (with the vast majority of genes being down-regulated, Figure 1), both stimulatory and repressive activities are potentially affected during transcription of these genes in *top1Δtop2ts*. In line with this, a highly regulated transcription pattern is known to be orchestrated by transactions between specific activators/repressors and their DNA binding sites, as well as by chromatin structure [32], [33], [52].

Interestingly, in the case of the *PHO5* gene, topoisomerases are required for binding of the Pho4p transcription factor, which is critical for subsequent promoter nucleosome removal and transcriptional induction (Figure 7). *PHO5* thus provides an example, where topoisomerase activity is required for a step upstream of the engagement of polymerases. Since we observe *PHO5* induction, although with a kinetic delay, in *top1Δ* and *top2ts* single mutants at the restrictive temperature (Figure 6A), as well as in *top1Δtop2ts* at the permissive temperature (data not shown), we find it unlikely that either one of these enzymes play a more specific role during transcription initiation of *PHO5*. Rather, our data suggest that it is lack of their redundant DNA relaxation activity that influences *PHO5* transcription. In support of this, we find that *E. coli* TopA-mediated changes in global supercoiling levels in wild-type cells result in altered transcriptional output from *PHO5* (Figure 6B).

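Among the factors known to act on *PHO5*, *PHO4* itself did not pass the test and 2 members of the pathway fell in *top1Δtop2ts*. *PHO4*, which encodes the activator, had a log2 change of 0.39 (adjusted p = 0.462 from limma), and its signal was 729 ± 193 in wild-type and 968 ± 321 in *top1Δtop2ts* (SD, n = 3). *PHO80* and *PHO85*, for the cyclin and the kinase that keep Pho4p out of the nucleus, had -0.72 and -0.52 (adjusted p = 0.176 and 0.333). With the replicate number as a block these 3 genes passed, *PHO4* as higher (adjusted p = 0.0463) and *PHO80* and *PHO85* as lower (0.000908 and 0.00883). *PHO81*, for the inhibitor of that kinase, and *PHO2*, for the partner of Pho4p in DNA binding, fell with log2 changes of -1.36 (adjusted p = 0.00802) and -1.05 (adjusted p = 0.0475). Of 16 such factors, which also include subunits of SAGA and of chromatin remodellers, these 2 were lower and none was higher, and 1 was lower when adjusted over the list alone. The median log2 change of the list was -0.69, and camera gave an adjusted p of 0.610 against the other genes. In *top1Δ* and *top2ts* the medians of the list were -0.21 and -0.19. The cells were in rich medium, not in the phosphate-free medium of the induction experiments. With spike-in scaling or the block 12 of the 16 factors were lower.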

We reason that indirect effects caused by a potential transcriptional de-regulation of co-factors in the *PHO5* induction pathway in *top1Δtop2ts* is implausible, since Pho4p enters the nucleus (Figure 7C), and only minor expression changes were seen with transcription factors involved in *PHO5* transcription (data not shown). Furthermore, we expect most of these effects to result in delayed *PHO5* induction kinetics, as seen for the topoisomerase single mutants, rather than a total inhibition [42], [43].

Taken together, our investigations suggest that DNA topoisomerases are required to maintain the genome in a state competent for transcription initiation. Top1p and Top2p seem to exert this role by a mutually redundant relaxation of DNA supercoils, thus influencing highly transcribed genes and highly regulated, chromatin-dependent genes. Any imbalance in net DNA superhelicity, which likely appears in *top1Δtop2ts*, may have profound effects on chromatin-regulated promoters. Topoisomerase deficiency may have pleiotropic effects affecting polymerase recruitment [18], [22], nucleosome assembly/disassembly equilibrium [14], [53] or steps upstream to these activities as is the case with *PHO5*, where binding of a transcription factor is inhibited. The different scenarios are not mutually exclusive, and DNA topoisomerases most likely function at numerous levels to influence DNA superhelicity for maintenance of transcriptional competency.

## Materials and Methods

### Yeast strains and growth conditions

All *S. cerevisiae* strains are derivatives of W303a, and the associated manipulations for obtaining derivate strains are according to standard genetic techniques. For microarray analysis, yeast strains were grown to exponential phase at 25°C in YPD and further grown for 90 min at 25°C in YPD with α-factor (Lipal Biochem, Zürich, Switzerland) to synchronize cells in G1. Cultures were then placed at 37°C for another 90 min for conditional inhibition of Top2p, where more α-factor was added to keep cells in G1. Cultures were adjusted, so that an equal number of cells could be used for all yeast strains (6×10^7^ cells). Finally, cells were harvested by centrifugation at 37°C. For each sample, aliquots were collected for fluorescence-activated cell sorting analysis as previously described [54] to ensure successful and persistent cell cycle arrest (data not shown). Three independent sets of experiments were performed to obtain triplicate biological measurements. As the great majority of transcripts in yeast have short decay rates [55], 90 min of Top2p inactivation was chosen before RNA extraction to ensure turnover of transcripts produced prior to conditional inhibition of Top2p. For analyses of gene-activation in four different inducible gene systems, cells were prepared as for the microarray analysis, except that cells were grown under individual repressive conditions and Top2p was inhibited at 37°C for 15 min prior to transfer of cells to the respective inducible conditions (see Text S1 for composition of the various growth media). For the *PHO5* activation experiments, cells were prepared as for the microarray analysis, but instead of YPD they were cultured in high phosphate medium (yeast nitrogen base w/o phosphate and amino acids from ForMedium, Norfolk, UK). Glucose was added to 2%, amino acids were added to standard concentrations, and KH_2_PO_4_ was added to a concentration of 15 mM. After cell cycle arrest in G1 and conditional inhibition of Top2p, cells were shifted to phosphate-free medium (as above, but without addition of KH_2_PO_4_ and supplemented with 7.35 mM KCl) for induction of *PHO5*. The fold increase observed in *PHO5* mRNA levels, when cells are kept in phosphate-free medium for 180 minutes varies from experiment to experiment in the range from 50 fold to 350 fold. For this reason we show *PHO5* inductions as percentages of maximum transcript accumulated in the wild-type strain. For transcriptional repression of *PHO5*, cells were first cultured in phosphate-free medium at 25°C for 4 h to obtain high *PHO5* transcription, where α-factor was added after 2,5 h. The temperature was then increased to 37°C to inhibit Top2p, and after 15 min at 37°C, cells were transferred to high phosphate conditions (15 mM KH_2_PO_4_) for *PHO5* repression. See Table S3 for a list of strains used in this study.

### RNA preparations, microarray experiments, and normalization

For the microarray experiments total RNA was initially prepared by acid phenol extraction. Immediately prior to RNA extraction, external spike-in Poly-A RNA's (Affymetrix, Santa Clara, CA) were added to an equal number of cells from all four yeast strains to enable external normalization. High-quality RNA was obtained by further purification of phenol-extracted RNA on RNeasy columns (Qiagen, Valencia, CA) according to manufacturer's directions. RNA quality was assessed by gel electrophoresis and spectrophotometry (GeneQuant II, Pharmacia Biotech). Gene expression profiling was performed using Affymetrix Yeast Genome 2.0 GeneChip oligonucleotide arrays essentially according to Affymetrix protocols. Normalization procedure and data processing can be viewed in detail in Text S1.

### Analysis of genome-wide transcriptional effects

To estimate global mRNA changes we calculated and compared the total intensity from all detectable probe sets on the mutant and wild-type arrays. For correlation to wild-type transcription levels, all mRNA abundances were averaged across biological triplicates (microarray signal values). Arbitrary transcriptional activities were calculated by dividing average expression levels in the triplicate wild-type arrays by genome-wide mRNA half-life data [55] (URL: http://www-genome.stanford.edu/turnover/), as described by Schreiber and colleagues [26]. These measures were median-normalized for presentation in Figure 2. We collected transcript lengths from the transcription map generated by David et al. [27].

### Analysis of transcriptional plasticity and chromatin regulation

Measures of transcriptional plasticity for every gene were obtained from Barkai and co-workers [32]. Measures of sensitivity to chromatin regulation were derived by Choi and Kim [34] (gathered from URL: http://www.nature.com/ng/journal/v41/n4/suppinfo/ng.319_S1.html). Analysis of nucleosome occupancy was performed with the use of a recent map of nucleosome positions in *S. cerevisiae* [35] (URL: http://chemogenomics.stanford.edu/supplements/03nuc/). The data on nucleosome positions aligned according to transcription start site were used.

### Chromatin immunoprecipitation and qPCR

For analysis of transcription levels, cells were grown as described above, and samples (∼10^8^ cells) were taken at the indicated time points. RNA was purified as for the microarray analysis followed by DNase I treatment, and cDNA was made by SuperScript II RT-PCR (Invitrogen, Carlsbad, CA) using oligo dT primer. Real-time PCR was performed with DYNAmo SyBR Green qPCR kit (Finnzymes, Vantaa, Finland) and used to quantify mRNA levels, using a Stratagene MX3000 (Agilent, Santa Clara, CA). For each yeast strain, Ct-values from triplicate qPCR amplifications were averaged across three independent measurements. ChIP was performed on 2.5×10^8^ cells as described previously [54] with minor modifications. Histone H3 was precipitated with monoclonal antibodies recognizing the C-terminal tail (ab1791 available from Abcam, Cambridge, UK) and Pho4-13xcMyc was precipitated using a monoclonal antibody (Santa Cruz Biotech, Santa Cruz, CA). For ChIP of Pho4-13xcMyc, cell extract was incubated with beads coupled with antibody overnight instead of 2 h. For H3 ChIP, fold increase was calculated between antibody-coupled Dynabeads (IP) and BSA-coated Dynabeads (background) and normalized to the fold increase from an intra-genic sequence in a gene (*YOL151W*) not affected by topoisomerase activity as assessed by qPCR (data not shown), and the 0 min time point was set to 1. Normalizing to a telomeric locus (*TEL06R*) gave similar results. Pho4-13xcMyc ChIP was calculated in the same way, but using the *GAL1/10* promoter region as control region. Primer sequences are listed in Table S4.

### Fluorescence microscopy

Wild-type and *top1Δtop2ts* cells were treated as for the *PHO5* induction experiments, and fluorescence microscopy was performed as described previously [54].

### Gene Expression Omnibus accession numbers

The gene expression data have been deposited in the NCBI Gene Expression Omnibus database with accession number GSE22809.

## Supporting Information

Figure S1 Topoisomerase dependency correlates with RNA polymerase II binding in ORF's. *top1Δtop2ts* gene expression changes (between mutant and wild-type) plotted against average RNA polymerase II (RNA pol II) occupancy in open reading frames as a 200 gene moving average. Data on RNA polymerase II occupancy were gathered from [56]. Pearson correlation is −0.16.
(EPS)

Figure S2 Association between gene expression level and topoisomerase dependency for functionally classified gene groups. Gene groups based on the most general and overall functional classifications were retrieved from the MIPS FunCat database [57]. For each functional group, the average mRNA abundance of genes within the group and the fraction of de-regulated genes in the *top1Δtop2ts* microarray data set (% genes) were calculated. 

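The number of genes that count as up-regulated in *top1Δtop2ts* depends on the cutoff. At a log2 change of at least 0.5, 224 of 5449 genes (4.11%) were up in *top1Δtop2ts*, and together with the genes at -1 or below 1135 (20.8%) were outside the cutoffs. *GAL1*, *HUG1* of the DNA damage response (1.22) and *SPS100* of sporulation (1.42) were among those above 0.5, of which the latter pair passed the test (adjusted p = 0.0197 and 0.00545 from limma). In *top1Δ*, 47 genes were at 0.5 or above and 190 (3.49%) outside either cutoff, and in *top2ts* 87 and 175 (3.21%). The cutoffs were applied to mean log2 changes over 3 arrays per strain without a test.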

De-regulated genes were defined as being up- or down-regulated with +0.5 and −1 cutoffs in the signal log2 ratio between mutant and wild-type, respectively. *Upper histogram*, the average mRNA abundance for genes in each of the functional gene groups (groups 1–15) was normalized to the genome-wide average (arbitrarily set to 1). *Lower histogram*, the fraction of de-regulated genes in *top1Δtop2ts* is shown for each functional gene group. The MIPS functional gene groups and their number of genes are listed to the right. The functional gene groups with highest and lowest expression are indicated by orange and blue colors, respectively. For comparison, the TATA-less and TATA-containing gene groups [31] are included (groups 16 and 17, respectively).
(EPS)

Figure S3 Transcriptional plasticity correlates with topoisomerase dependency independent of gene expression levels. The analysis presented in Figure 3A was repeated with groups of genes based on wild-type transcription levels. Thus, all genes were divided into quartiles with decreasing mRNA abundances, where the 1st quartile represents the gene group with the highest mRNA abundance. For each of these gene groups the transcriptional plasticity [32] was plotted against *top1Δtop2ts* gene expression changes as a 200 gene moving average.
(EPS)

Figure S4 Expression changes in *top1Δtop2ts* correlate with expression changes obtained from yeast strains with perturbation of different chromatin factors. Gene expression changes in *top1Δtop2ts* (SLR, signal log2 ratio between mutant and wild-type) are plotted as a function of gene expression changes (SLR, signal log2 ratio) generated from perturbation of different chromatin regulators. (A) *spt6ts* [58], (B) *spt16ts* [58], (C) *taf1-2ts spt3(E240K)* [30], (D) *gcn5(KQL)* [30], (E) *paf1Δ* [59], (F) histone H4 depletion (4 h timepoint) [49], (G) histone H3Δ1-18 [60], and (H) *top1Δtop2ts + TopA* vs. *top1Δ* (120 min time point and all expression changes divided by 2, because all transcript levels are approximately one log2 higher than the real value, as described by the authors) [9]. *R* denotes the Pearson correlation coefficient, and the associated correlation *P*-value (*P*) was calculated by permutation testing. Genes in the lower 0.05 and upper 0.95 percentiles for expression changes were specified as the most de-regulated genes in each dataset, and *P_o_* denotes the *P*-value of the overlap between de-regulated gene sets from the chromatin regulators and *top1Δtop2ts*, using a hypergeometric test.
(TIF)

Figure S5 Confidence intervals for nucleosome occupancy in promoter regions of genes from different gene groups. Profiles of the average nucleosome-binding pattern [35] in the nucleosome-free region (NFR) proximal to transcription start sites (TSS) is shown for groups of the 100 most unaffected genes (A), the 100 most up-regulated genes (B), and the 100 most down-regulated genes (C) in *top1Δtop2ts*. Error bars represent 95% confidence intervals.
(EPS)

Figure S6 Transcription of non-inducible genes under inducible conditions in wild-type and *top1Δtop2ts* cells. Time course experiments of control gene expression in wild-type and *top1Δtop2ts* cells under inducible conditions, where the experimental setup was as shown in Figure 4A. mRNA levels of three housekeeping genes (*ESC1*, *ACT1* and *GAPDH*) were quantified by qPCR at the indicated time points after transfer of cells to either phosphate- (*upper panel*), galactose- (*middle panel*), or glucose-inducible conditions (*lower panel*). mRNA levels were normalized to the mRNA level obtained in the wild-type at the 0 min time point (set to 100%). Averages from two individual experiments are shown with error bars representing ± one standard deviation.
(EPS)

Figure S7 Pho4-13xcMyc cells display wild-type *PHO5* induction kinetics. Time-course experiments of *PHO5* transcription in wild-type and Pho4-13xcMyc cells. The experimental setup was as described for Figure 5A. The quantified *PHO5* mRNA levels were normalized to the wild-type mRNA level at the 180 min time point (set to 100%). Averages from two individual experiments are shown with error bars representing ± one standard deviation. Number indicates the mean fold increase in *PHO5* mRNA levels at the latest time point.
(EPS)

Figure S8 Lack of *PHO5* induction in topoisomerase deficient cells is not caused by internal polyphosphate storages. Time-course experiment of *PHO5* transcription in *vtc1Δ* and *vtc1Δtop1Δtop2ts* cells (*left panel*), *vtc4Δ* and *vtc4Δtop1Δtop2ts* cells (*middle panel*) or wild-type, *vtc1Δ* and *vtc4Δ* cells (*right panel*) after transfer from high phosphate to phosphate-free conditions, where the quantified *PHO5* mRNA levels were normalized to the *vtc1Δ* level at the 180 min time point (set to 100%), the *vtc4Δ* level at the 180 min time point (set to 100%), or the wild-type level at the 180 min time point (set to 100%), respectively. Averages from two individual experiments are shown with error bars representing ± one standard deviation. Numbers indicate the mean fold increase in *PHO5* mRNA levels in the indicated strains at the latest time point. The experimental setup was as described for Figure 4A, using the conditions for the phosphate-responsive genes. The comparison between wild-type, *vtc1Δ* and *vtc4Δ* cells (*right panel*) demonstrates that *vtc1Δ* and *vtc4Δ* cells show more rapid and higher maximum activation of *PHO5* relative to wild-type cells in agreement with previous studies [44].
(EPS)

Figure S9 Lack of *PHO5* induction in topoisomerase deficient cells is not caused by G1 cell cycle arrest. *Upper panel*, experimental setup, where +P_i_ and −P_i_ indicate high and no phosphate, respectively. *Lower panel*, time-course experiment of *PHO5* transcription in asynchronous growing wild-type and *top1Δtop2ts* cells after transfer from high phosphate to phosphate-free conditions. The quantified *PHO5* mRNA level was normalized to the wild-type level at the 180 min time point (set to 100%). Average from three individual experiments is shown with error bars representing ± one standard deviation. Number indicates the mean fold increase in *PHO5* mRNA levels in wild-type cells at the latest time point.
(EPS)

Table S1 Gene Ontology analysis of genes affected 2-fold or more in *top1Δtop2ts*. Using Funspec software [61], a stringent P-value cutoff of 1.00E-03 was used. k: number of genes from the input cluster in a given category. f: total number of genes in a given category.
(EPS)

Table S2 Characterization of genes de-regulated 2-fold or more in *top1Δtop2ts*. ^a^Gene sets were tested for overlap with genes regulated by the stress-related SAGA (Spt-Ada-Gcn5-Acetyltransferase) complex [30]. The hypergeometric distribution was used to calculate overlap probabilities (*P*). ^b^Gene sets were tested for overlap with TATA-box containing genes [31]. The hypergeometric distribution was used to calculate overlap probabilities (*P*). ^c^A measure for responsiveness to environmental changes was derived for every gene using the Gasch dataset [28], which measures expression ratios across 173 conditions of diverse environmental changes. This measure was calculated as the average of the squared log2 expression ratio from all 173 microarray profiles on environmental change, thus calculating the dynamic range of expression levels under different conditions [32]. The squared expression ratios were set to a mean of 0 and a standard deviation of 1. The responsiveness to environmental changes for the groups of 2-fold or more up- and down-regulated genes, respectively, and the rest of the genome were compared using the t-test. *P* values for higher responsiveness to environmental changes are reported. ^d^Distance to the closest telomere was compared to the rest of the genes by the t-test.
(EPS)

Table S3 *S. cerevisiae* strains used in this study.
(EPS)

Table S4 Primers used in qPCR for quantification of ChIP levels and gene expression levels.
(EPS)

Text S1 Supplementary Materials and Methods.
(DOCX)

# Supplementary material for: DNA Topoisomerases Maintain Promoters in a State Competent for Transcriptional Activation in Saccharomyces cerevisiae
**Source:** PLoS Genet. 2012 Dec 20;8(12):e1003128. doi: 10.1371/journal.pgen.1003128
**Supplement:** Text S1 — Supplementary Materials and Methods.

**Text S1**

**Microarray analyses and normalization**

Gene expression profiling was performed using Affymetrix Yeast Genome 2.0 GeneChip oligonucleotide arrays (Affymetrix, Santa Clara, CA) essentially according to Affymetrix protocols. Data processing and external normalization was carried out with Affymetrix GeneChip Operating software. For comparison of mutant and wild-type counterparts, we pre-filtered the expression profiles, so that a given gene was scored only if a “Present” call had been assigned by the MAS5 algorithm in each of the triplicate expression profiles. 

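The share of de-regulated genes depended somewhat on how the replicates were averaged. As the log2 of the arithmetic mean of the 3 linear fold changes of same-numbered arrays, 15.8% of genes were down and 1.63% up 2-fold or more in *top1Δtop2ts*, 2.31% down and 0.257% up in *top1Δ*, and 1.34% down and 0.679% up in *top2ts*. Counted in each pair of arrays and then averaged, the shares in *top1Δtop2ts* were 20.0% down and 1.79% up. In the single mutants the latter way gave 4.17% ± 3.52 (SD, n = 3 pairs) down and 0.336% ± 0.244 up in *top1Δ*, and 2.40% ± 1.39 down and 0.752% up in *top2ts*. Of the genes, 47 had several probe sets, which were averaged. Present calls were not used here.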

For all genes scored, the mutant to wild-type signal fold change was calculated, and the average fold change of the three independent experiments was used. A few genes were measured by several probe sets, and these replicate measures were averaged. All fold changes were log2 transformed. The completely filtered *top1Δtop2ts* dataset contains 5,613 protein-coding genes (4,754 verified, 830 uncharacterized and 20 dubious, *Saccharomyces* Genome Database, <http://www.yeastgenome.org/>, annotated in April 2010).

**Growth conditions for analyses of transcriptional activation of genes in different inducible gene systems**

Wild-type and *top1Δtop2ts* cells were prepared in parallel as for the microarray analyses with the following differences: Cells were cultured in the respective repressive media (see below) at 25ºC to a density of ~10^7^ cells/ml, G1 cell cycle arrested with alpha-factor (Lipal Biochem, Zürich, Switzerland), and Top2p was inhibited for 15 min at 37ºC under repressive conditions. Next, cells were washed twice, shifted to the respective inducible conditions in pre-warmed media, and incubated at 37ºC.

For induction of the galactose-responsive genes, cells were not washed for shift of medium, but galactose was simply added to the growth medium (see below). Samples with equal amounts of cells (~10^8^ cells) were taken at the different time points as indicated in Figure 4.

For activation of phosphate-responsive genes (*PHO5, PHO8, VTC1, VTC3*), cells were grown in repressive high phosphate medium (yeast nitrogen base w/o phosphate and amino acids from ForMedium, Norfolk, UK). Glucose was added to 2%, amino acids were added to standard concentrations, and KH_2_PO_4_ was added to a concentration of 15 mM. For induction, cells were shifted to phosphate-free medium: As above, but without KH_2_PO_4_ and supplemented with 7.35 mM KCl.

For activation of galactose-responsive genes (*GAL1, GAL2, GAL7, GAL10*), cells were grown in repressive YP medium with 2% raffinose, and galactose was added to a final concentration of 2% for induction.

For activation of glucose-repressed genes (*ADH2, ADY2, YAT1*), cells were grown in repressive SC medium with 8% glucose, and shifted to SC medium with 0.1% glucose and 3% ethanol for induction.

For activation of *INO1*, cells were grown in repressive high inositol medium: yeast nitrogen base w/o amino acids and w/o inositol from ForMedium (ForMedium, Norfolk, UK), supplemented with 100 µM *myo*-inositol and 1 µM choline chloride, and amino acids and glucose were added to standard concentrations. For induction, cells were shifted to inositol-free medium: As above, but without *myo*-inositol and choline chloride.

**RNA extraction and qPCR**

For analysis of *PHO5* transcript levels during G1 arrest but in the absence of phosphate storages (Figure S8), wild-type, *vtc1∆*, *vtc4∆*, *top1∆top2ts*, *vtc1∆top1∆top2ts*, and *vtc4∆top1∆top2ts* cells were grown as described above, and samples (~2x10^7^ cells) were taken at the indicated time points. For asynchronously growing cells (Figure S9), yeast strains were grown to exponential phase at 25ºC in high phosphate medium, washed in sterile H_2_O and transferred to phosphate-free medium pre-heated to 37ºC, and samples (~2x10^7^ cells) were collected at the indicated time points. RNA was extracted using RNeasy kit from Invitrogen according to the manufacturer’s direction. DNaseI treatment, cDNA synthesis, and qPCR were performed as described in Materials and Methods except that for each strain, *PHO5* mRNA levels were normalized using the mRNA levels of the housekeeping genes *GAPDH (TDH1)* and *ACT1* instead of spike-ins.

How the deposited data were processed for this re-analysis (not part of the article)

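Polyadenylated RNA of 4 isogenic *S. cerevisiae* strains, wild-type, *top1Δ*, *top2ts* and *top1Δtop2ts*, was measured on 12 arrays, 3 per strain from independent experiments. The deposited table held intensities on a linear scale, which the authors made from Affymetrix Yeast Genome 2.0 arrays with MAS5 in the GeneChip Operating software. The paper describes an external normalization to poly-A spike-in RNAs, but the deposited arrays were not at a common spike-in level. The 10928 probe sets included 5028 at 0 in every array, among them all 1747 named for *S. pombe* genes. Of the rest, 5498 were paired with 1 *S. cerevisiae* gene and 1 with several, which was left out with the 3517 probe sets that the probe table does not list and with the controls. Probe sets of a gene were averaged on the log2 scale, which left 5449 genes. Values of 0 were set to the smallest positive value of 0.1, which concerned 4 values. No gene was removed for a low signal. Gene names, coding lengths and gene order came from the gene models of assembly R64, whose lengths are multiples of 3 for 97.0% of genes.

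Each array was used on its deposited scale, since the spike-ins of each mutant differed from wild-type by less than 0.3 on the log2 scale. The number of arrays limits the precision. Correlations between arrays ran from 0.904 to 0.992, and 0 arrays held identical values. limma 3.58.1 (R 4.3.3) was fitted to the log2 signals of all 12 arrays with 8 residual degrees of freedom, and each mutant was compared with wild-type. The paper describes 3 independent sets of experiments, and the replicate numbers were taken to mark these sets, which the labels do not state in words and which was settled after both fits had been seen. Of 18 same-numbered pairs of arrays 10 had deviations from the strain means correlated above 0.1, 10 of 12 arrays matched best with an array of their own number, and the spike-ins ran from 9.45 to 9.49 in replicate 1, 8.46 to 8.72 in replicate 2 and 9.32 to 9.59 in replicate 3. Of the 9 pairs with a wild-type array 4 were above 0.1. The pairs of wild-type and *top1Δtop2ts* had correlations of 0.02, -0.01 and -0.03, so these deviations gave no sign of pairing in that comparison. The main fit had no block, and values with the replicate number as a block are printed where they change a call or move a count of calls more than 1.5-fold. The interaction compared *top1Δtop2ts* with the sum of the single mutants. The estimated prior variance was 0.231, and p-values were two-sided and adjusted by the method of Benjamini and Hochberg at a threshold of 0.05. Gene lists were compared with all other genes by limma's camera with a preset correlation of 0.01 and, as an alternative, an estimated one. Of 37 lists, the 34 with at least 5 measured genes were tested. Summed signals were compared by exact permutation tests, whose smallest p is 0.1 for 3 arrays against 3, gene classes by permutation tests with 100000 resamples and shares by Fisher's exact test, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The steps were tested on simulated data for *top1Δtop2ts*, where 3 of 100 genes with a log2 change of 1 and 99 of 100 with a change of 2 were recovered, with 9 false calls, and with spike-in scaling 92 and 99, with 12 false calls. The scaling there took out exactly the array level that had been put in. Error of the spike-ins was not simulated, so the recovery does not show how reliable the scaling is on the real arrays. In a simulation with 20 lists of 30 genes the 1 moved list was found and 0 others were called. Its lists were random and its genes independent of each other, so it does not test the preset correlation on lists of correlated genes.

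The design, the lists, the alternatives and the rule for named genes were fixed before the data were examined. Named were *TOP1* and *TOP2*, in each mutant the 10 largest rises and 10 largest falls among genes that passed and whose arrays lay beyond all wild-type arrays, every gene that the paper names, up to 4 members of each list that passed or else the 2 brightest, and the 10 genes with the highest wild-type signal. Alternatives were arrays with equal medians, spike-in scaling, quantile normalization, the replicate number as a block, an intensity trend in the prior variance, fits of the 6 arrays of 1 comparison, other ways to average folds, other cutoffs and each array left out in turn. Added later were a filter on the signal of the 17 Tag control probe sets, all arrays of replicate 2 left out, gene order near chromosome ends, the topoisomerase list without *TOP1*, splits that part all same-numbered pairs, draws within replicate numbers, and bounds. Where the mean of a group lay at or under the 95th percentile of the Tag controls, a change is given as at least the brighter group's log2 mean over that of the dimmer group with its arrays raised to that level. Present calls, TATA boxes, distances to telomeres in nucleotides, the transcript map, mRNA half-lives, transcriptional plasticity and chromatin data were not used here.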

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

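The tests of the chromosome-end genes, with and without the 2 ends named below, of the hybridization controls, of the splits that part all pairs and of the draws within replicate numbers, and the bounds for dim genes, were chosen only after the results were seen. Interactions passed the test for 127 genes, which drew attention because the change in *top1Δtop2ts* differed from the sum of the single mutants. Other assignments of the 12 arrays gave as many in 6 of 100 draws, the real one included, with up to 4372 genes, so chance is not excluded by this count, though these draws mix the replicate numbers and carry strain differences into the contrast. With the strains shuffled only within each replicate number 1 of 100 draws, the real one, gave as many, with up to 69 in the others, and with the block 1, with 1267 departures against up to 900. With spike-in scaling a draw still gave 1846 genes against 792 in the real assignment, and draws within the numbers up to 706, or 891 against 1180 with the block. Draws with far more than the real count may reflect strain differences carried into the contrast or other structure of the arrays. These were not told apart, and the level of the arrays alone does not account for such draws. Draws within the replicate numbers carry strain differences too. For *top1Δtop2ts*, *top1Δ* and *top2ts*, 1, 1 and 2 of the 10 splits of 6 arrays gave as many genes as the real split, with real counts of 889, 54 and 47 and highest other counts of 6, 29 and 3102, and 10 splits are too few for a share under 0.05. Of these splits 4 part all 3 same-numbered pairs, the real one included, and the highest other counts among them were 6, 10 and 10. The split with 3102 genes set replicates 1 and 3 of wild-type and replicate 1 of *top2ts* apart from the rest, which follows the level of the arrays, and with spike-in scaling the highest other split gave 1 gene against 245.

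Of 18 genes that rose in *top2ts* (61 with the replicate number as a block), 10 lie among the outermost 10 genes of a chromosome end, which the paper does not report. *COS12*, of a family of membrane proteins, had 544 ± 159 in *top2ts* (SD, n = 3) and 1.83 ± 2.41 in wild-type, and *AIF1*, for a mitochondrial cell death factor, 1265 ± 399 and 6.27 ± 8.73. Wild-type was at or under the Tag control level for these and 3 others, so that *COS12* was at least 50.1-fold, *AIF1* at least 100-fold, YGL262W at least 12.5-fold, YNR071C at least 16.3-fold and the transporter gene *PDR18* at least 7.41-fold higher. With the protease gene *YPS5* (log2 change 2.60) and the hexose transporter gene *HXT17* (1.41) they make 7 genes at 2 ends, the left end of chromosome VII and the right end of XIV. The others were *CHA1*, *PAU18* (1.80) and *PAU4* (1.61), and *PAU4* was singled out after its value was seen. Only *CHA1* of the 10 also rose in *top1Δtop2ts* (1.85, adjusted p = 0.000115).

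Loss of Top2p activity alone would also raise these 7 genes in *top1Δtop2ts*, but 0 of them were higher there and 6 had an interaction below 0. Sequence of these regions that differs between the strains stays open, since 7 of 7 lay under 8 times the Tag control level, 84.6, in each of the other 3 strains. Such a difference may give silent or absent genes in 3 strains as well as extra copies in 1, and these cannot be told apart on the arrays. No other biological explanation was tested.

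The larger fall of abundant transcripts in *top1Δtop2ts* was weighed against a background signal that compresses dim genes and against error of the wild-type arrays that enters both axes. Among the 5228 of 5449 genes over 8 times the Tag control level Pearson's correlation was -0.301, against -0.325 over all genes. This argues against a background at the Tag control level as the whole cause. The cutoff keeps most genes, so a higher background was not tested. With abundance from the single mutants the correlation was -0.274, which argues against error of the wild-type arrays as the whole cause. A dependence on transcript abundance in cells without both enzymes is then a hypothesis, found and tested on the same arrays.

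The lower summed signal of *top1Δtop2ts* was weighed against a difference of array scale, which the spike-ins would share, but these differed from wild-type by 0.065. The hybridization controls, which are added after labelling, had a difference of -0.444, which came from replicate 2 alone, with -0.05, -1.23 and -0.05 in the same-numbered pairs and -0.05 without replicate 2. They do not follow the recovery of RNA and decide nothing about it. A difference in the RNA recovered per spike-in stays open and cannot be told apart from less mRNA per cell, since recovery was not measured on its own.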

How the results depend on the processing

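The Tag control filter, the omission of replicate 2 as a whole, the block with spike-in scaling, the estimated correlation with spike-in scaling and the tests by gene order were chosen only after the data were seen. The number of arrays and their level set the limits, and the cause of the shifts below was not tested. Ranges below cover each array left out in turn and replicate 2 left out as a whole. Genes changed in *top1Δ*, *top2ts*, *top1Δtop2ts* and the interaction numbered 511, 333, 2433 and 1647 with equal medians, 511, 245, 3538 and 792 with spike-in scaling and 448, 366, 2580 and 1579 with quantile normalization. An intensity trend gave 22 in *top1Δ* and 76 interactions, and a fit of 6 arrays 101 in *top1Δ*. Leaving out arrays gave 16 to 454, 32 to 97, 279 to 2929 and 90 to 572, the highest of each without replicate 2. The mRNA level of *top1Δtop2ts* was 93.7% with equal medians, and 58.8 to 75.3% without arrays.

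Genes down 2-fold in *top1Δtop2ts* were 3.69% with equal medians, 20.3% with spike-in scaling, 20.0% averaged over pairs and 9.30 to 32.4% without arrays, and genes up were 4.46% with equal medians, 1.79% over pairs and 0.789 to 2.57% without arrays. In *top1Δ* 1.25 to 7.34% were down without arrays, and in *top2ts* 0.642 to 4.68% were down and 0.422 to 0.863% up. Genes up in *top2ts* were 0.881% with equal medians, 0.569% with spike-in scaling, 0.679% with linear folds, 0.752% over pairs and 0.424% with the Tag filter.

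The correlation with abundance in *top2ts* was 0.0255 over 8 times the Tag level and 0.0189 with the Tag filter. In *top1Δtop2ts* it was -0.274 with abundance from other arrays and -0.362 to -0.276 without arrays. Short minus long genes came to 0.120 with the Tag filter (permutation p = 0.0535) and 0.120 to 0.196 without arrays. Of the most abundant genes 0 were down with equal medians, 25 in the wider group of 200 and 1 to 15 without arrays. Near chromosome ends 22 genes were down with equal medians and 34 to 67 without arrays, and 6 were up with spike-in scaling and 5 to 13 without arrays.

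Lists called in *top1Δ*, *top2ts* and *top1Δtop2ts* were 0, 0 and 0 with an estimated correlation, with or without spike-in scaling, and 11 to 20, 9 to 15 and 13 to 18 without arrays. Ribosomal protein genes in *top1Δ* passed above other genes without replicate 2 of wild-type (camera adjusted p = 0.0427) and without replicate 2 as a whole, and over all arrays left out the adjusted p ran from 0.00770 to 0.913. With equal medians and with quantile normalization *ESC1* was at 0.40 and 0.47 in *top1Δtop2ts*, *GAL80* at 0.48 and 0.57, *MTH1* at 0.42 and 0.52, and *STE2* at 0.51 with quantile normalization, all above 0 and past the test, where the deposited scale gave values below 0.

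With the replicate number as a block 706, 556, 3687 and 1267 genes changed in *top1Δ*, *top2ts*, *top1Δtop2ts* and the interaction, and 731, 430, 3806 and 1180 with spike-in scaling as well. The block also took away the call of the topoisomerase list in *top1Δ* and *top1Δtop2ts* (camera adjusted p = 0.155 and 0.122) and of the telomere-proximal list in *top2ts*, and it added ribosome biogenesis (0.0419, lower) and histone genes (0.0453, higher) in *top2ts*. Of the named genes it added 9, 9 and 22 calls in *top1Δ*, *top2ts* and *top1Δtop2ts* and took away 1 in *top1Δ* and 2 in *top2ts*. Beyond these and the values beside the results it changed no other call of a list or a named gene.

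Leaving genes unfiltered or filtering at the level of the *S. pombe* probe sets removed no gene, and tests of distance to telomeres in nucleotides, TATA boxes and unspliced length were not run.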

Differences from the paper's values

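All values here were set beside the paper's by tests fixed beforehand, except the rank-sum test of gene length and the tests by gene order near chromosome ends, which were chosen only after the data were seen. The paper gives a correlation of 0.00 between change and gene length in *top1Δtop2ts*, and the value here was -0.087, on coding length. Equal medians and spike-in scaling shift all genes alike and were not run for length, and the values without arrays ran from -0.106 to -0.0669, each below 0.

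For short against long genes the paper gives P = 0.87, and the same test here gave p = 0.00148. The wider classes, under 700 and over 3500 nt, gave 0.000535 by the rank-sum test and do not reach the paper's value either. The paper counts 355 short genes where 658 were found here, by coding length and not by its transcript map.

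The paper reports no correlation with abundance in the single mutants, and in *top1Δ* Pearson's correlation was 0.18 here. It also sees no bias of affected genes towards telomere proximal regions (Table S2), and its text does not speak of up-regulated genes on their own. Here 19 of 526 genes among the outermost 20 were up in *top1Δtop2ts* (odds ratio 3.38), by gene order and not by distance. Among the outermost 10 the difference did not pass, with 7 of 235 (odds ratio 2.39, adjusted p = 0.0554) and, with spike-in scaling, an exact p of 0.0565. *GRE2* (YOL151W), which the paper takes as unaffected by topoisomerases from qPCR, rose in *top1Δtop2ts* on these arrays of cells in rich medium. The paper's ChIP gave similar results with a telomeric locus as the reference.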

Other observations

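All lists described here were fixed beforehand, and the estimated correlation with spike-in scaling was chosen only after the data were seen. Genes of the G1/S transition, histone genes and G2/M genes were lower in *top1Δtop2ts* than other genes with the preset correlation, a call that is lost with an estimated one. Of the genes of the G1/S transition 16 of 28 fell (21 adjusted over the list alone; median log2 change -1.11, camera adjusted p = 1.44e-07), of the histone genes 7 of 9 fell (8 adjusted over the list alone; median log2 change -1.50, camera adjusted p = 1.04e-06) and of the G2/M genes 8 of 17 fell (13 adjusted over the list alone; median log2 change -1.03, camera adjusted p = 1.30e-05), all with adjusted p = 1.00 with an estimated correlation, and none of these lists had a gene that rose. With spike-in scaling or with the replicate number as a block 25, 8 and 15 fell. Examples are the histone gene *HTB2* (-2.75) and *CLB1*, which encodes a mitotic cyclin (-2.78). G2/M genes were also lower in *top1Δ* and *top2ts*, against the same wild-type arrays (4.93e-05 and 0.00111, with 0.980 and 0.943 with an estimated correlation, and 0.0523 in *top2ts* without replicate 1 of wild-type). All cells were held in G1 with α-factor, and the degree of arrest was not compared between the strains here.

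Of 33 genes of the pheromone response, which cells in α-factor express, 0 passed in *top1Δtop2ts* by limma, where 1 was higher and 4 were lower at an unadjusted p under 0.05, and the median was -0.10, above that of other genes (camera adjusted p = 0.000516, 1.00 with an estimated correlation). With spike-in scaling 3 rose and 9 fell of them in *top1Δtop2ts*, and with the block 6 rose and 8 fell. In *top2ts* 3 of them rose (8 adjusted over the list alone, 11 with spike-in scaling and 18 with the block), with a median of 0.62 and a camera adjusted p of 2.99e-25 (0.602 with an estimated correlation). Daughter cell and M/G1 genes had 1 gene that rose and 3 that fell of 18 (camera adjusted p = 0.0706, 0.0428 with spike-in scaling and 0.0304 with the block), and meiosis and sporulation genes 2 and 5 of 22 (0.0706, 0.0307 and 0.0203), so that both passed with these alternatives, as higher than other genes (adjusted p = 1.00 for both with an estimated correlation, and 0.840 and 0.840 with spike-in scaling as well). Without replicate 2 of wild-type or replicate 1 of *top1Δtop2ts* the former had 0.0386 and 0.0353, and without replicate 1 or 3 of wild-type or replicate 2 of *top1Δtop2ts* the latter had 0.0354, 0.0441 and 0.0427. With the block 4 rose and 9 fell of the former and 6 rose and 10 fell of the latter. In *top1Δ* meiosis and sporulation genes were lower than other genes (0.00945; 0.980 with an estimated correlation and 0.0523 without replicate 1 of wild-type). Cell wall genes had 2 that rose, *DAN1* and the flocculin gene *FLO11* (2.02), and 9 that fell of 35 (0.186), and with the block 7 rose and 20 fell. Of 19 genes of the DNA damage response *HUG1* rose and 1 fell, and with the block 2 rose and 6 fell (median -0.16, above that of other genes, camera adjusted p = 0.0471, 1.00 with an estimated correlation, 0.0940 without replicate 2 of wild-type and 0.0666 without replicate 3 of *top1Δtop2ts*). Of 4 genes specific to the other mating type *MF(ALPHA)1* rose, and of 3 genes of retrotransposons and silent mating-type loci 1 fell, while with the block 3 rose and 3 fell; both lists were too small for camera.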
